# Microarray analysis of embryo-derived bovine pluripotent cells: The vulnerable state of bovine embryonic stem cells

**DOI:** 10.1371/journal.pone.0173278

**Published:** 2017-03-03

**Authors:** Daehwan Kim, Yeon-Gil Jung, Sangho Roh

## Abstract

Although there are many studies about pluripotent stem cells, little is known about pluripotent pathways and the difficulties of maintaining the pluripotency of bovine cells *in vitro*. Here, we investigated differently expressed genes (DEG) in bovine embryo-derived stem-like cells (eSLCs) from various origins to validate their distinct characteristics of pluripotency and differentiation. We identified core pluripotency markers and additional markers which were not determined as pluripotency markers yet in bovine eSLCs. Using the KEGG database, TGFβ, WNT, and LIF signaling were related to the maintenance of pluripotency. In contrast, some DEGs related to the LIF pathway were down-regulated, suggesting that reactivation of the pathway may be required for the establishment of true bovine embryonic stem cells (ESCs). Interestingly, oncogenes were co-down-regulated, while tumor suppressor genes were co-up-regulated in eSLCs, implying that this pattern may induce abnormal teratomas. These data analyses of signaling pathways provide essential information on authentic ESCs in addition to providing evidence for pluripotency in bovine eSLCs.

## Introduction

Pluripotent stem cells (PSCs) have two remarkable abilities: self-renewal and differentiation into various types of cells. Because of these unique characteristics, PSCs may be useful for replacement of diseased cells and tissues. Embryonic stem cells (ESCs) are a typical PSC and were first established in the mouse [1]. Since then, many studies have been conducted to generate ESCs in various species, including humans [2].

There also have been attempts to generate ESCs in domestic animals [3–6]. In agricultural perspective, the establishment of ESCs in domestic ungulates is able to provide a more efficient way to produce genetically-modified animals. Moreover, the ESCs are a valuable resource in many fields, such as biotechnology and biomedicine which may be represent an advantageous experimental tool for studying incurable or inherited diseases and developing therapeutic applications.

Cows are one of the most common and important domestic ungulates and are acknowledged as livestock for food and bioreactors [7]. There have been many attempts to establish ESCs in bovine species using general culture conditions for mouse ESCs (mESCs) and human ESCs (hESCs) [8–10]. However, those conventional methods are inappropriate for the survival of bovine ESCs (bESCs) *in vitro*, as they lose their stem cell properties when involved in proliferation, pluripotency, or differentiation. These early efforts to generate bESCs were gradually discontinued due to less than promising results which showed that the majority of the cultured cell population lacked evidence of pluripotency or ability to sustain long-term growth.

It was recently reported that mESCs were retained using leukemia inhibitory factor (LIF) along with the 2 inhibitor (2i) cocktail of PD0325901, a mitogen-activated protein kinase (MEK) inhibitor, and CHIR99021, a glycogen synthase kinase 3 (GSK3) inhibitor [11]. Moreover, in rats, which fail to maintain their pluripotency under conventional conditions [12], ESCs can be generated using 2i, as in mESCs [13]. There have been several attempts to generate authentic bESCs using small molecules. Recently, embryo-derived stem-like cells (eSLCs) from bovine embryos were successfully generated using three inhibitors (3i): PD18435 (MEK inhibitor), CHIR99021, and SU5402, a fibroblast growth factor receptor (FGFR) inhibitor [14, 15]. The eSLCs in 3i were able to proliferate and be maintained in culture for over 50 passages with the normal karyotype. In contrast to previous studies [9, 10], these cells expressed naïve pluripotency markers such as *REX1*, *KLF2*, *NROB1*, and *FGF4*. However, the cells were still defined as putative ESCs because of their incomplete capacity for *in vivo* differentiation, as they formed embryonic carcinomas instead of teratomas. Moreover, *CDX2*, the trophoblast-specific gene, is still expressed in the eSLCs. Recently, it has been reported that *CDX2*-knockdown embryo-derived stem cells are generated and have similar characteristics to genuine PSCs [16] although only one cell line was successfully established from 59 embryos. So far, many studies have failed to isolate true ESCs. However, there is limited information about the key aspects that fail during the establishment of bESCs, and little is known about their transcriptomes and biological functions. Although the eSLCs in this experiment are not complete bESCs, analyses of these cells can contribute to our understanding of the characteristics of embryo-derived PSCs in cattle.

Microarray technology has been used to analyze the differential gene expression of thousands of transcriptomes using short oligonucleotide probes, and the results provide unique global gene expression patterns. In stem cell research, microarray technology is used to confirm distinct characteristics of stem cells and analyze their functional performance using biological process (BP), molecular function (MF), and cellular component (CC) analysis [17]. To date, many genome-wide gene expression analyses of ESCs in humans and mice have been reported [18, 19]. The early results of those microarrays were analyzed to verify the differences among various embryo resources, including *in vitro* production (IVP), parthenogenesis (PA), and nuclear transfer (NT) [20, 21]. This technique has also been applied to compare somatic cells (SCs) with diverse stem cells from IVP, PA, and NT [22, 23]. Although two reports presented microarray data in cattle at the pre-implantation embryo level [24, 25], there are no reports of microarray data using bESCs.

In this study, we investigated the global gene expression patterns of bovine eSLCs from three different origins, IVP-, NT- and PA-embryos, to validate their distinct characteristics including pluripotency, imprinting, and chromatin remodeling. The study also demonstrated shared signaling pathways related to pluripotency. In addition, oncogenes and tumor suppressor genes were analyzed to understand the failure of teratoma formation in bovine ESCs.

## Materials and methods

### Chemicals

Most inorganic and organic compounds were purchased from Sigma-Aldrich Korea (Yong-in, Korea) and all liquid medium and supplements were from Life Technologies (Grand Island, NY, USA) unless indicated in the text.

### Oocyte recovery and *In Vitro* Maturation (IVM)

Bovine ovaries were collected from the Korean native beef cattle, HanWoo, at a local slaughterhouse (Livestock products market, Naju, Korea) and transported to the laboratory within 2–3 h of collection in saline at 25–35°C. Cumulus-oocyte complexes (COCs) were recovered by aspiration of 3 to 8 mm follicles. COCs that were enclosed by more than three layers of compact cumulus cells and an evenly granulated ooplasm were selected and incubated in IVM medium under warmed and gas-equilibrated mineral oil for 20–22 h at 38.5°C under 5% CO_2_. The IVM medium for oocytes is composed of tissue culture medium 199 with Earle’s salts and L-glutamine (TCM199) supplemented with 10% fetal bovine serum (FBS; Thermo Fisher Scientific Korea, Seoul, Korea), 10 μg/ml FSH-P (Folltropin-V^TM^, Vetrepharm, Belleville, ON, Canada), 0.2 mM sodium pyruvate, 1 μg/ml estradiol-17β, and 10 ng/ml epidermal growth factor.

### IVP of bovine fertilized embryos

IVP of bovine fertilized embryos was conducted as previously described [15]. The thawed HanWoo semen (purchased from HanWoo improvement center, Seosan, Korea) was deposited on the top of a discontinuous Percoll gradient prepared by depositing 2 ml of 90% Percoll under 2 ml of 45% Percoll in a 15 ml centrifuge tube, and the sample was then centrifuged for 20 min at 252 x *g*. The pellet was removed and re-suspended in 300 μl of hTALP and centrifuged at 201 x *g* for 10 min. The active semen from the pellet was inseminated with a matured oocyte for 24h (1 x 10^6^ sperm cells/ml). After insemination, the cumulus cells were removed by repeated aspiration into a pipette and denuded fertilized oocytes were transferred to *in vitro* culture medium consisting of CR2 with 0.3% ff-BSA and 1% ITS for 3 days. Oocytes were then transferred to CR2 medium with 0.15% ff-BSA, 1% ITS, and 0.15% FBS for 5 days at 38.5°C in a humidified gas environment of 5% CO_2_, 5% O_2,_ and 90% N_2_.

### Parthenogenesis and *in vitro* culture

Parthenogenetic activation was performed after IVM of the oocytes. The oocytes were activated in 5 μM Ca-ionophore for 5 min, followed by 2 mM 6-dimethylaminopurine (6-DMAP) for 3 h. After treatment, the activated oocytes were transferred and cultured *in vitro* as described above.

### Somatic cell nuclear transfer

The process of generating NT-embryos was conducted as previously described [14]. Briefly, matured oocytes were enucleated in HEPES-buffered TCM199 (hTCM199) supplemented with 20% FBS. The zona pellucida (ZP) was partially dissected with a fine glass needle to create a slit near the first polar body. The first polar body and the adjacent cytoplasm, presumably containing the metaphase II chromosomes, were extruded by squeezing with the needle. The enucleated oocytes were placed and incubated in hTCM199 with 10% FBS before NT.

A single donor cell isolated from ear skin tissue of the Korean native cattle, HanWoo, was injected into the perivitelline space of the enucleated oocyte through the slit made during enucleation. Then, karyoplast-cytoplast complexes were transferred into a cell fusion chamber with Zimmerman’s cell fusion medium and sandwiched between fine electrical rods. Cell fusion was accomplished with a single DC pulse of 25 V/mm for 10 μs. After 30 min of electric stimulation, fusion was confirmed under a stereomicroscope. The fused couplets were activated in 5 μM Ca-ionophore for 5 min, followed by 2 mM 6-DMAP for 3 h. After treatment, the activated oocytes were transferred and cultured *in vitro* as described above.

### Generation of embryo-derived Stem-Like Cells (eSLCs)

eSLCs were generated from three different origins (IVP-, NT- and PA-embryo) as previously described [14]. Briefly, ZP-free blastocysts were placed onto a mitomycin-C inactivated murine STO feeder cell layer and cultured at 38.5°C in a humidified gas atmosphere of 5% CO_2_ in 3i medium, which consists of equal volumes of DMEM/F12-Glutamax^TM^ and neurobasal media with 1% (v/v) N2 and 2% (v/v) B27 supplements plus the three inhibitors (3i): 0.8 μM PD184352 (Selleck Chemicals, Breda, Netherlands), 2 μM SU5402 (Tocris Bioscience, Ellisville, MO, USA), and 3 μM CHIR99021 (Tocris Bioscience). The colonies were passaged mechanically every 4 to 5 days and the medium was replaced every other day. Each colony from IVP-, NT- and PA-embryos was labeled I_x_-P_y_, N_x_-P_y_, and P_x_-P_y_ respectively along with its specific number x, P_y_ the passage number.

### Microarray gene expression analysis

For microarrays, the synthesis of target cRNA probes and hybridization were performed using Agilent’s Low RNA Input Linear Amplification kit (Agilent Technologies, Palo Alto, CA, USA) according to the manufacturer’s instructions. The fragmented cRNA was resuspended with 2X hybridization buffer and directly pipetted onto the assembled Agilent’s Bovine Oligo Microarray (44K). The arrays were hybridized at 65°C for 17 h using the Agilent Hybridization oven and the hybridized microarrays were washed as described in the manufacturer’s washing protocol (Agilent Technologies).

The hybridized images were scanned using Agilent’s DNA microarray scanner and quantified with Feature Extraction Software (Agilent Technologies). All data normalization and selection of fold-changed genes were performed using GeneSpringGX 7.3 (Agilent Technologies). The averages of normalized ratios were calculated by dividing the average of the normalized signal channel intensity by the average of the normalized control channel intensity. Hierarchical clustering was performed with TIGR MeV Ver.4.9 software (Institute of Genomic Research, Rockville, MD, USA) [26]. Microarray data are available from Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE92672.

### GO (Gene Ontology) annotation analysis

The functional annotation analysis of the co-up and downregulated gene lists was carried out using the Database for Annotation, Visualization and Integrated Discovery (DAVID, http://www.david.abcc.ncifcrf.gov/) based on GO annotation [27], as well as GO terms of BP, MF and CC. The annotation with a false discovery rate (FDR) was adjusted. *P* <0.05 was considered significant.

### Real-time (Quantitative) PCR

Total RNA from eSLCs, SCs, and ICM was extracted using the RNeasy mini kit (Qiagen, Valencia, CA, USA), and M-MLV Reverse Transcriptase was used to synthesize cDNA according to the manufacturer’s instructions. Real-time PCR was performed with a 7500HT system^TM^ (Applied Biosystems, Foster City, CA, USA) using SYBR Premix Ex Taq (Takara, Otsu, Japan). The PCR volume was 20 μl, containing 1 μl of reverse transcript product. Cycling conditions were 1 cycle of 95°C for 30 s, 40 cycles of 95°C for 5 s, and 60°C for 30 s. The specific primer sequences are listed in S1 Table.

### Statistical analysis

All values are expressed as mean ± SD. To determine the significance between two groups, comparisons were made using the Student’s *t*-test. Analysis of multiple groups was performed by one-way ANOVA using Graphpad Prism V5.0 (Graphpad Software. San Diego, CA, USA). *P* < 0.05 was considered significant.

## Results

### Comparison of embryo-derived Stem-Like Cells (eSLCs) and Somatic Cells (SCs)

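RNA of 8 cell samples was hybridized with 1 dye, each sample on an Agilent bovine oligo microarray of its own. Bovine eSLCs are cells that grow as colonies from blastocysts on a murine STO feeder layer. The samples were the lines I2 at passage 35 and I9 at passage 30 from IVP embryos, N2 at passage 36 and N7 at passage 30 from NT embryos, P1 at passage 31 and P4 at passage 36 from PA embryos, and SCs at passages 5 and 10. Each condition therefore had 2 arrays, and this number limits the precision of every value. The authors deposited the output of the scanner software for each array, with the signal intensity of every spot, and a table of signals after their own normalization (the series matrix). Where the authors' normalized values are used below, each array was scaled again to its 75th percentile, unless they are said to be without rescaling. I2, I9, N7 and SC P5 lay on slide 1, and N2, P1, P4 and SC P10 on slide 2, so that both IVP arrays lay on slide 1 and both PA arrays on slide 2. The background-subtracted signal of each probe was divided by the 75th percentile of its array, which is set to 1000 in the normalized signals given here, raised to a floor of 13.3 and taken to log2. The processed signal of the scanner software was not used because it was out of step with the other columns in 6 of the 8 files, where its rank correlation with the background-subtracted signal lay between 0.00449 and 0.00966 for 33482 of the 43653 probes. On each array 71.2% to 76.7% of the spots were well above background, and the 75th percentile was 75.3 to 136 times the lowest signal well above background. Of the probes, 26743 were named through RefSeq accessions and stood for 12603 genes, each represented by its brightest probe. The 10958 genes well above background on every array of at least 1 condition were tested with limma in 1 fit over the 8 arrays, with a mean per condition. DEGs called by limma have an adjusted p under 0.05 (Benjamini-Hochberg) and a difference of at least 2-fold. Genes called 2-fold apart, without a test, are well above background on every array of at least 1 of the conditions compared, after the paper's absent/present and fold criteria. Between the 2 arrays of a condition, log2 values differed with an SD of 0.844 for IVP-eSLCs, 1.06 for NT-eSLCs, 0.672 for PA-eSLCs and 0.424 for SCs. These SDs are over the genes tested that were well above background on both arrays. A gene not well above background, or at the floor, on every array of a condition has only a limit there. Its fold is then given as at least a value, where no array of the brighter condition is at the floor. This value divides the mean of the brighter condition by the lowest signal well above background, or by the gene's own signal where higher. That lowest signal is of 1 probe per array, so the value is an estimated limit. The tests use the floor instead, so an adjusted p beside a limit belongs to a fold that is not larger.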

To analyze the microarray data, we selected six different bovine eSLCs from three derivations of blastocysts: two IVP blastocysts, two NT blastocysts, and two PA blastocysts. The lists of differentially expressed genes (DEGs), determined using an absent/present (A/P) classification and ≥ 2-fold difference as cut-offs, are presented in S2 Table, and 10,203 genes were selected (Fig 1A).

**Fig 1:**
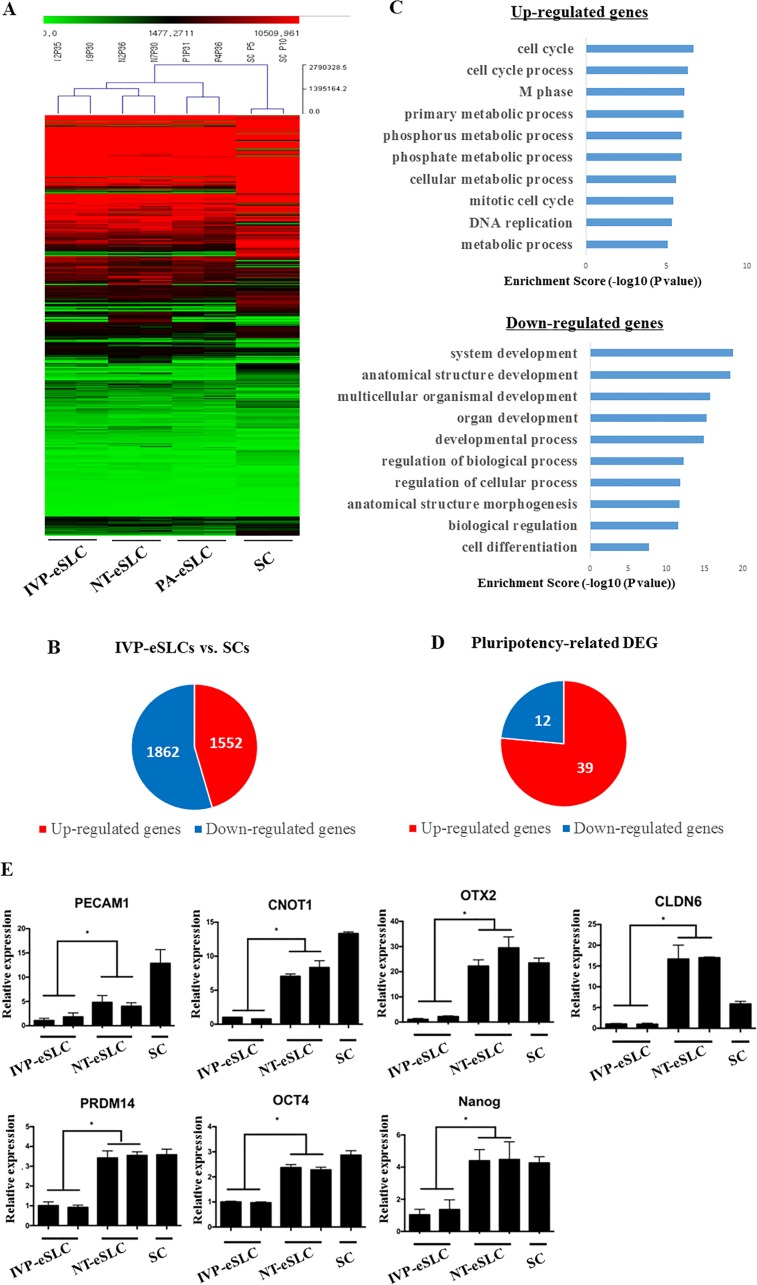
Comparison of gene expression between embryo-derived Stem-Like Cells (eSLCs) and Somatic Cells (SCs) in cattle. (A) Hierarchical cluster of *in vitro* production (IVP)-, nuclear transfer (NT)-, parthenogenesis(PA)-eSLCs, and SCs. The gene expression pattern from three eSLCs are countlessly different from SCs. (B) Venn diagram of all differently expressed genes (DEGs) in IVP-eSLCs and SCs. (C) Top 10 biological processes associated with significantly up-regulated and down-regulated genes in IVP-eSLCs and SCs. (D) Venn diagram of DEGs related to pluripotency in IVP-eSLCs and SCs. (E) Gene expression profiles of representative genes related to pluripotency. These genes are highly expressed in three eSLCs, compared with the genes in SCs. ICM is also presented as a control. *P<0.05 (n = 3).

These 10,203 genes were used to compare groups. To improve the accuracy of gene expression alteration as DEGs, we compared the normalized single value of each sample and the average value of each sample. Finally, significant differences in gene expression were confirmed by real-time PCR.

To investigate characteristics of bovine eSLCs, they were compared with SCs. 

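Pearson's r of the log2 signals across the 10958 genes, which are not independent replicates, was computed for every pair of arrays. The 15 pairs of eSLC arrays had r between 0.9465 and 0.9939. The median was 0.9682 for the 3 pairs of the same origin and 0.964 for the 12 pairs of different origins. Between 257 and 2715 genes were at least 2-fold apart within a pair of eSLC arrays. The closest pair was I9 from an IVP embryo and N2 from an NT embryo (r = 0.9939), on different slides. For none of the 6 eSLC arrays was the nearest array of the same origin. In average-linkage clustering on 1 minus r, N7 joined the other eSLCs last, at a mean r of 0.955. With Euclidean distance on linear signals, 2 of the 6 eSLC arrays had their nearest array in their own origin, and the authors' normalized values of 10171 probes, without rescaling, gave 5 of 6. This last alternative was chosen after seeing the data.

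**Figure D1:**
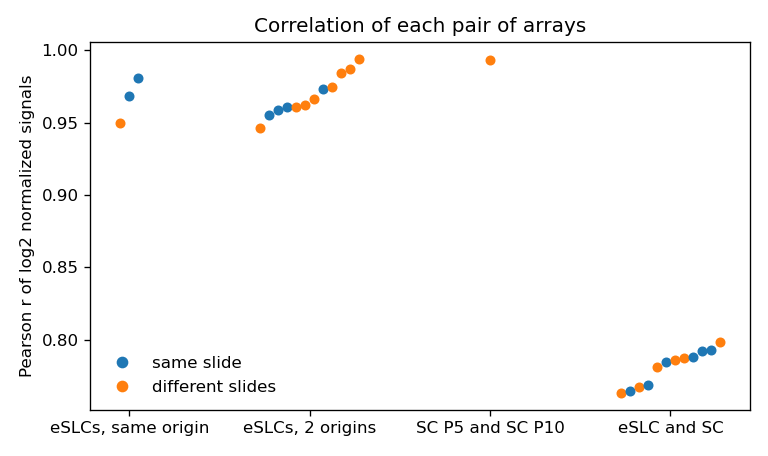
Pearson's r of log2 normalized signals across genes (vertical axis) for each pair of arrays, grouped by the conditions of the pair, with 1 point per pair and colours for arrays on the same slide or on different slides. The eSLC pairs lie between 0.9465 and 0.9939, and the pairs of an eSLC and an SC array between 0.7632 and 0.7981.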

Hierarchical clustering with the 10,203 genes showed that there was little difference in gene expression among the six different eSLCs. Conversely, all eSLCs had significantly different gene expression from SCs (Fig 1A).

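The 12 pairs of an eSLC and an SC array had r between 0.7632 and 0.7981 across genes, below every pair of eSLC arrays. Between 4308 and 5142 genes were at least 2-fold apart in these pairs. SC P5 and SC P10 had r = 0.993 with each other, with 335 genes at least 2-fold apart. Clustering joined the eSLCs and the SCs in its last step, at a mean r of 0.781. From the clustering, the paper concludes that the 6 eSLCs differed little from each other and that all of them differed from SCs in gene expression.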

### Differences between embryo-derived Stem-Like Cells (eSLCs) and Somatic Cells (SCs)

To further investigate specific differences between eSLCs and SCs, eSLCs from IVP-blastocysts (IVP-eSLCs) were selected as typical eSLCs, because they originated from an IVP-blastocyst produced by a sperm and an oocyte, similar to normal fertilization *in vivo*.

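Of the 10958 genes tested, limma called 1938 higher and 1603 lower in IVP-eSLCs than in SCs. Without a test, 2513 genes were at least 2-fold higher and 1968 at least 2-fold lower. In 4418 of these 4481 genes the 2 arrays of one condition lay apart from those of the other. Over all 10827 genes present, 76.6% were apart in this way, and chance gives 33.3%. The median log2 difference over the genes tested was 0.20, and it was 0.096 under quantile normalization. The methods' t-test with Benjamini-Hochberg adjustment gave 445 genes higher and 439 lower. Leaving out SC P5 gave 1078 higher and 939 lower by limma, with the spread of the remaining SC array assumed to be that of the other conditions. The largest rises among the genes called, with both conditions above the floor, were those of PLAC8A, SSLP1, GATA3, KRT18 and PAG8. PLAC8A was 12.84 higher on the log2 scale (adjusted p = 4.19e-05, limma) and GATA3 was 9.93 higher (adjusted p = 3.92e-05). The largest falls were those of SST, TPM2, S100A4, MASP1 and THBS1. SST fell by 11.67 on the log2 scale (adjusted p = 9.82e-06). THBS1 fell by 9.40 (adjusted p = 0.00769), with normalized signals of 45.2 in I2 and 1184 in I9, and its call was lost without SC P5, without SC P10 and under both forms of the methods' t-test.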

When we compared IVP-eSLCs and SCs, 3,414 genes were observed as DEGs: 1,552 of those genes were up-regulated and 1,862 genes were down-regulated (Fig 1B). There were 289 GO terms in the BP group that were enriched by adjusting the FDR (*P*<0.05) for up-regulated genes. The 10 dominant GO terms were listed and the most of them (9 of 10 terms) were related to metabolic activity or cell cycle (Fig 1C). There were also 419 GO terms in the BP group that were enriched by adjusting the FDR (*P*<0.05) for down-regulated genes. The 10 dominant GO terms were listed and the many of them (6 of 10 terms) were related to development or cell differentiation (Fig 1C). The top 10 most significantly up- or down-regulated DEGs in MF and CC are listed in S1 Fig.

To further investigate the properties of cultured IVP-eSLCs, we also analyzed pluripotency related genes. During the analysis, the microarray data were screened by GO terms (GO:0019827) related to stem cell maintenance.

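The 51 genes that S2 Fig lists were taken as the pluripotency related DEGs, and 43 of them had a named probe. By limma, 27 were called in the direction that S2 Fig gives for IVP-eSLCs against SCs, 21 of them higher and 6 lower. Without a test, 32 of the genes were at least 2-fold apart in that direction. SMAD4 alone was called in the other direction, 1.25 lower on the log2 scale (adjusted p = 0.00864, limma), and this call was lost when the probes of a gene were averaged and without SC P10. Adjusted over the list alone, 30 genes passed, and since the study chose the list on these samples this count is not independent evidence. The count by limma was 9 under the methods' t-test with Benjamini-Hochberg adjustment, 14 with the SC arrays counted as 1 sample and 15 without SC P5.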

Among the 144 genes, 39 genes were up-regulated and 12 genes were down-regulated (Fig 1D). 

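POU5F1 (OCT4, NM_174580) had normalized signals of 50.5 in I2 and 30.7 in I9 against 16.3 in SC P5 and 26 in SC P10, a log2 difference of 0.94 (standard error 1.31, adjusted p = 0.604, limma). It was 898 in N7 and between 45.2 and 101 in the other NT- and PA-eSLC arrays. Under the authors' normalized values the difference was 5.17 on the log2 scale and was called (adjusted p = 0.000422). NANOG (NM_001025344) was not well above background in SCs and at least 2.66-fold higher in IVP-eSLCs, with signals of 16.8 and 29. Against the floor, its tested difference was 0.73 on the log2 scale (adjusted p = 0.337, limma), which is under 2-fold. Without I9 and without P1 another of its 3 probes was the brightest, and that probe had a difference of 0 and was not tested. PECAM1 was at least 10.9-fold higher, and 6.84-fold higher against the floor (adjusted p = 0.000455, limma), with a further probe that was 0.22 lower on the log2 scale. CNOT1 rose by 1.28 on the log2 scale (adjusted p = 0.015). This call was lost under 6 of the 19 alternatives set before the data were examined, among them leaving out I2 or SC P5. Under the authors' normalized values, scaled again to the 75th percentile, neither PECAM1 nor CNOT1 was called (adjusted p = 0.195 and 0.262, limma). Both calls were kept with the authors' values of 10171 probes without rescaling, chosen after seeing the data, which give the paper's folds. CLDN6 was at least 808-fold higher (adjusted p = 9.82e-06) and well above background in 1 of the 2 SC arrays. PRDM14 was not well above background in IVP-eSLCs or in SCs. OTX2 was not well above background in IVP-eSLCs and had a signal of 23.7 in 1 of the 2 SC arrays, SC P10. No probe was named FOXO1.

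**Figure D2:**
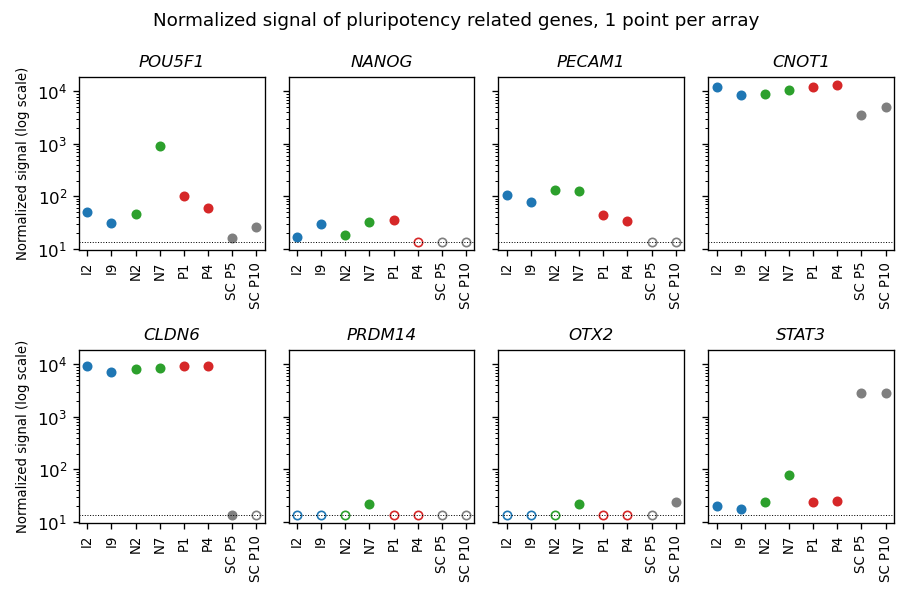
Normalized signal on a log scale (vertical axis, 75th percentile of each array at 1000) of 8 pluripotency related genes, with 1 point per array, coloured by condition. Open points are not well above background, and the dotted line is the floor of 13.3. POU5F1 is highest in N7, at 898.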

Interestingly, these included core pluripotency markers including *OCT4* and *NANOG* as well as other markers that have not yet been identified in pluripotency, such as *PECAM1*, *CNOT1*, *CLDN6*, *FOXO1*, *PRDM14*, and *OTX2* (Fig 1D). The fold changes of the genes were also presented in S2 Fig. These genes were also confirmed by real-time PCR (Fig 1E).

### Gene expression profiles among embryo-derived Stem-Like Cells (eSLCs) from three different origins

In order to further investigate characteristics of eSLCs, IVP-eSLCs were compared with PA- or NT-eSLCs. 

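No gene of the 10958 tested was called between NT- and IVP-eSLCs by limma. At an unadjusted p under 0.05, 306 genes passed, of which 63 were at least 2-fold higher and 89 at least 2-fold lower in NT-eSLCs. The methods' t-test gave 5 higher and 12 lower before adjustment and 0 after Benjamini-Hochberg adjustment. Without a test, 246 genes were at least 2-fold higher and 348 lower. The arrays of both conditions lay apart in 325 of these 594 genes. Over all 10424 genes present, 24.5% were apart, where chance gives 33.3%. When every NT array had to differ 2-fold from every IVP array, 11 genes were higher and 20 lower. Without N2, which resembled I9, limma called 130 genes higher and 21 lower on the single array N7, whose spread was assumed to be that of the other conditions. The authors' normalized values gave 101 genes higher and 9 lower by limma.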

First, we examined the pattern of DEGs between NT- and IVP-eSLCs and identified 895 DEGs, with 601 up-regulated and 294 down-regulated genes (Fig 2A). The top 10 most significantly up- or down-regulated DEGs in the BP, MF, and CC are also listed in S3 Fig. Although 77 chromatin remodeling related genes (GO:0006338) were not in the major group, they were also profiled between NT- and IVP-eSLCs. 

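Of the 5 chromatin remodeling genes in Fig 2B, 4 had a named probe, and none was called between NT- and IVP-eSLCs. Adjusted over the list alone, the count was also 0, on a list that the study chose on these samples. HMGA1 was 0.32 higher in NT-eSLCs on the log2 scale (standard error 0.295, adjusted p = 1, limma), with overlapping arrays. PADI4 fell by 0.31 (standard error 1.32) and CHD1L fell by 0.27 (standard error 0.285), both with adjusted p = 1. The difference of PADI4 was 0.73 without I9, 1.69 without N7 and 1.25 under the authors' normalized values. It had normalized signals of 16540 in N2 and 1026 in N7 against 2480 in I2 and 10540 in I9. SYCP3 was 0.74 higher (standard error 0.532, adjusted p = 1). Without N7 its difference was -0.08, and without N2 that of HMGA1 was -0.09. With the authors' values of the 10171 probes taken without rescaling, an alternative chosen after seeing the data, all 4 genes were called in the direction of Fig 2B. For PADI4, CHD1L and SYCP3 this is the other direction. Those values gave all 39 of the paper's folds compared within 3%, so that the 4 calls are not independent evidence.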

Only 5 genes, *HMGA1*, *PADI4*, *CHD1L*, *SYCP3*, and *PADI2*, were revealed as DEGs in this study (Fig 2B), and their expression patterns were confirmed by real-time PCR (Fig 2C).

**Fig 2:**
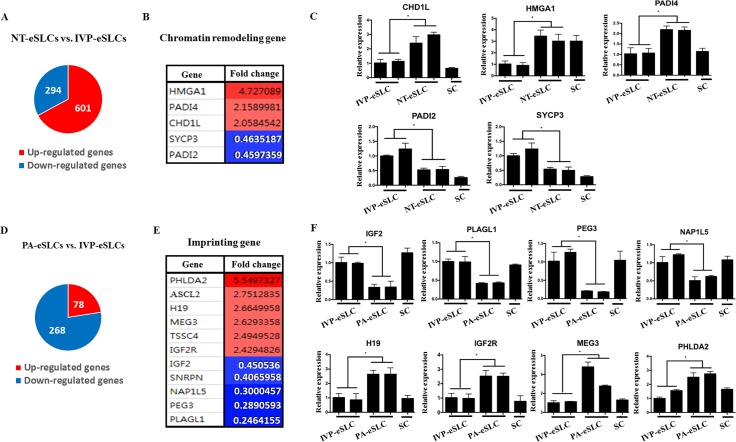
Comparison of Differently Expressed Genes (DEGs) among embryo-derived Stem-Like Cells (eSLCs) from three different origins. (A) Venn diagram of all DEGs in nuclear transfer-eSLCs (NT-eSLCs) and *in vitro* production-eSLCs (IVP-eSLCs). (B) Chromatin remodeling genes in NT-eSLCs and IVP-eSLCs. (C) Gene expression profiles of DEGs related to chromatin remodeling. (D) Venn diagram of all DEGs in parthenogenesis-eSLCs (PA-eSLCs) and IVP-eSLCs. (E) Imprinting genes in PA-eSLCs and IVP-eSLCs. The expression of paternally expressed imprinting genes is increased in PA-eSLCs compared with the gens in IVP-eSLCs, while maternally expressed imprinting genes are *vice versa*. (F) Gene expression profiles of DEGs related to imprinting. Somatic cells are also presented as a control. *P<0.05 (n = 3).

Next, the gene expression pattern in between PA- and IVP-eSLCs was analyzed. 

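Between PA- and IVP-eSLCs limma called no gene of the 10958 tested, and the lowest adjusted p was 0.56. An unadjusted p under 0.05 was reached by 568 genes, 78 of them at least 2-fold higher and 92 at least 2-fold lower in PA-eSLCs. By the methods' t-test, 23 genes were higher and 61 lower before adjustment, and 1 was higher and 0 were lower after Benjamini-Hochberg adjustment. The 2-fold criterion alone gave 253 genes higher and 295 lower. In 361 of these 548 genes the arrays of the conditions were apart, and over the 10475 genes present this share was 36.8%, against 33.3% by chance. Requiring the 2-fold difference between every pair of arrays left 18 genes higher and 44 lower. The IVP arrays were all on slide 1 and the PA arrays all on slide 2, so that these counts without a test do not separate the slide from the origin. With the slide as a block, estimated from the NT and SC arrays, limma again called 0 in each direction. With the series matrix values of the authors, 1259 genes were at least 2-fold higher, and leaving out I2 gave 780 higher and 835 lower.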

A total of 346 genes were differently expressed between PA- and IVP-eSLCs, with 78 up-regulated genes and 268 down-regulated genes (Fig 2D). The top 10 most significantly up- or down-regulated DEGs in the BP, MF, and CC are also listed in S4 Fig. Although these were not in the major group, 12 imprinting related genes were included in these DEGs (Fig 2E). 

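All 6 maternally expressed genes, PHLDA2, ASCL2, H19, MEG3, TSSC4 and IGF2R, had a named probe, and limma called none of them between PA- and IVP-eSLCs. The means of 5 were higher in PA-eSLCs, by 0.22 to 1.69 on the log2 scale, and the mean of MEG3 was 0.98 lower. Without I9 the differences of PHLDA2 and ASCL2 were -0.30 and -0.02. That of H19 was -0.46 without P1, and that of TSSC4 was -0.20 without P4. PHLDA2 rose by 1.69 (standard error 1.45, adjusted p = 0.883, limma), with signals of 141600 in P1 and 17960 in P4 against 62160 in I2 and 3956 in I9. H19 rose by 1.48 (standard error 1.42, adjusted p = 0.894), with 775 in P1 and 52.5 in P4. MEG3 was well above background in P1, at 207, and not in P4, and without P4 its difference was 1.00, higher in PA-eSLCs. IGF2R, 0.77 higher, was the single one of the 6 whose arrays did not overlap.

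**Figure D3:**
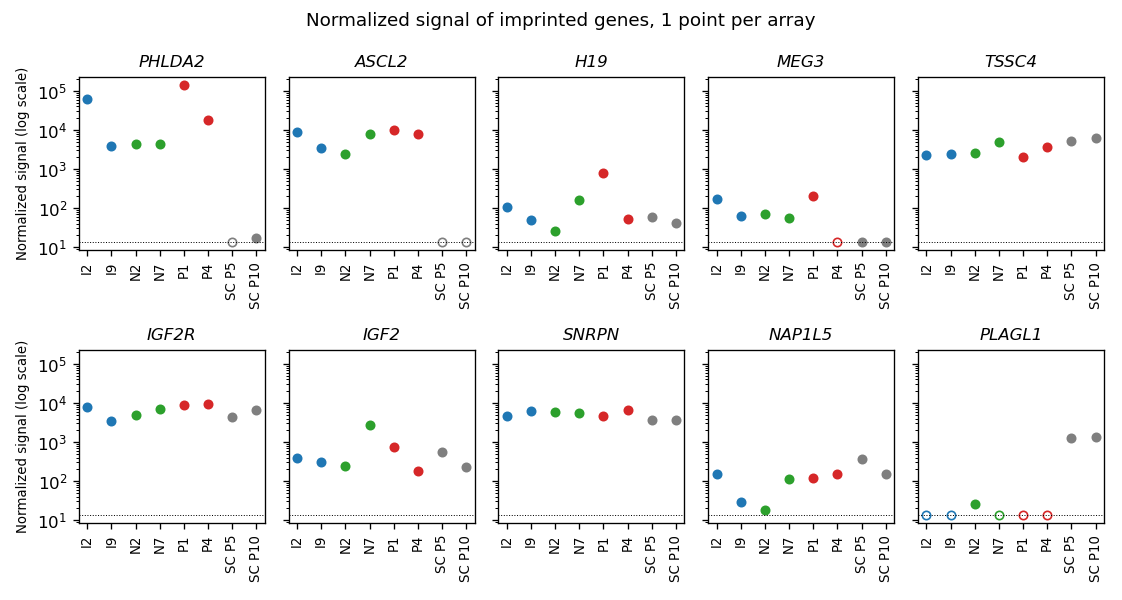
Normalized signal on a log scale (vertical axis, 75th percentile of each array at 1000) of 10 imprinted genes, with 1 point per array, coloured by condition. Open points are not well above background, and the dotted line is the floor of 13.3. For PHLDA2 the PA-eSLC arrays read 141600 and 17960 and the IVP-eSLC arrays 62160 and 3956.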

Surprisingly, among these genes, PA-eSLCs had higher expression of *PHLDA2*, *ASCL2*, *H19*, *MEG3*, *TSSC4*, and *IGF2R* as imprinted maternally expressed genes than IVP-eSLCs (Fig 2F). On the other hand, the expression of 5 imprinted paternally expressed genes, *IGF2*, *SNRPN*, *NAP1L5*, *PEG3*, and *PLAGL1*, was down-regulated in PA-eSLCs compared to IVP-eSLCs (Fig 2E). These genes were also confirmed by real-time PCR (Fig 2F).

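Of these 5 genes, 4 had a named probe, and PEG3 had none. IGF2 and SNRPN differed by 0.06 and 0.04 on the log2 scale (standard errors 1.24 and 0.261, adjusted p = 1 for both, limma), and each had probes of either sign. NAP1L5 was 1.05 higher in PA-eSLCs (standard error 1.11, adjusted p = 0.903). Its signals were 123 in P1 and 154 in P4 against 149 in I2 and 29.5 in I9. The difference of NAP1L5 was -0.12 without I9 and -0.87 under the authors' normalized values. PLAGL1 was not well above background in PA- or IVP-eSLCs by its brightest probe over all arrays, and another of its 3 probes was 0.78 lower in PA-eSLCs. Adjusted over the list alone, 0 of the 10 imprinted genes passed, and the list was chosen by the study on these samples. The legend of Fig 2 states directions opposite to those in the paper's text, which are followed here. Under the authors' values of the 10171 probes without rescaling, chosen after seeing the data, all 10 were called in the directions of that text. These values gave all 39 of the paper's folds compared within 3%, so that these calls are not independent evidence. Their spread was small, with an SD of 0.0397 between the SC arrays, against 0.424 in the scanner signals. In that setting the sign of MEG3, IGF2, SNRPN and NAP1L5 was opposite to that from the scanner signals.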

### The expectation of signaling pathways for bovine pluripotency

Although there are many studies of stem cells, little is known about the signaling pathways related to pluripotency in bovines. Therefore, the co-expression pattern of whole genes in eSLCs may be a valuable tool for the discovery of important pathways related to pluripotency in bovines. To elucidate these pathways in more detail, we specifically searched for co-expressed genes that may be related to signaling pathways for pluripotency, and the biological pathways were analyzed by the Kyoto Encyclopedia of Genes and Genomes (KEGG) database in bovines [28]. 

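Each origin was compared with SCs. By limma 1735 genes were higher and 1528 lower in NT-eSLCs, and 2229 higher and 1633 lower in PA-eSLCs. In all 3 origins 1475 genes were called higher and 1275 lower. On the 2-fold criterion alone, 2361 genes were higher and 1920 lower in NT-eSLCs, 2784 higher and 1954 lower in PA-eSLCs, and 1916 higher and 1581 lower in every origin. The 3 comparisons share their SC arrays. In 20 simulations of unchanged groups against these SC arrays, a median of 48 genes in each direction passed the 2-fold criterion in all 3 comparisons, with at most 63 higher and 58 lower, and limma called none. The correlation across genes between the IVP-eSLC and NT-eSLC differences from SCs was 0.972, against a median of 0.504 in the simulations. The count by the methods' t-test with Benjamini-Hochberg adjustment was 61 higher and 87 lower in all 3 origins.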

In co-up-regulated genes among eSLCs, we identified 2,415 DEGs, with 1,014 co-up-regulated genes and 1,401 co-down-regulated genes (Fig 3). By the KEGG database, there were 54 signaling pathways in DEGs, and some of them were related to the maintenance of pluripotency, including TGFβ, WNT, and LIF signaling (Fig 3). In TGFβ signaling, the BMP family and SMAD family were contained in DEGs and several key genes were confirmed by real-time PCR (Fig 4). 

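Fig 4A lists 7 BMP signaling genes as higher in eSLCs, and 6 had a named probe. On the scanner signals of IVP-eSLCs and SCs, BMP7 was the single one with a higher mean, 2.21 on the log2 scale, and it was not called (standard error 0.992, adjusted p = 0.13, limma). BMP4 fell by 3.12 (standard error 0.479, adjusted p = 0.00453) and was called lower. So were SMAD5, which fell by 2.06 (adjusted p = 0.00133), and ID1, which fell by 4.90 (standard error 1.23, adjusted p = 0.0253). The call of ID1 was lost under 12 of the 19 alternatives set before the data were examined, among them leaving out I2, I9, P1, P4, SC P5 or SC P10. BMPR1A was 0.42 lower and not called (adjusted p = 0.306). With the authors' normalized values the differences were 1.16 for BMP4, 2.47 for SMAD5 and 2.16 for ID1 on the log2 scale, in the other direction.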

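Of the 17 WNT signaling genes in Fig 5A, 14 had a named probe and 7 were called by limma in the direction of Fig 5A in all 3 origins. WNT7A was not well above background in SCs and at least 6.7-fold higher in IVP-eSLCs (adjusted p = 0.0012). No probe was named WNT10A. FZD7 was 2.00 higher on the log2 scale (standard error 0.473, adjusted p = 0.0208) by its brightest of 3 probes. The differences of these probes ranged from -0.55 to 2.00, and leaving out I2, P1 or P4 made a probe with -0.01 or -0.55 the brightest. DKK1, which was well above background in 1 of the 2 IVP-eSLC arrays, fell by 3.48 (adjusted p = 0.008), a call lost without I2, without SC P5 and without SC P10. DKK3 fell by 7.89 (adjusted p = 0.000576). DVL1 was 0.43 lower in IVP-eSLCs (standard error 0.209, adjusted p = 0.155). CTNNB1 was 0.16 lower (adjusted p = 0.717), with 4 probes between -0.45 and 0.02. Under the authors' normalized values DVL1 was called 2.38 higher.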

In WNT signaling, 19 genes such as *WNT7a*, *WNT10a*, *FZD7*, *DKK1*, and *DVI1* were included in DEGs, and core genes were confirmed by real-time PCR (Fig 5). 

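LIF was not well above background in SCs and at least 11.3-fold higher in IVP-eSLCs, with normalized signals of 212 in I2 and 41.5 in I9. It was not called (adjusted p = 0.0502, limma), and it was called under scaling to the median (adjusted p = 0.0489), without I9 and with a lower floor. LIFR was well above background on all 4 arrays, but at the floor in SCs and in I2, and read 24.1 in I9. It was not called (adjusted p = 0.297). SOCS3 was 4.62 higher on the log2 scale, and its standard error was 1.96 (adjusted p = 0.115). Its signal was 21.6 in N7 and 1804 in N2, and the difference was called without N2, without N7 and under the authors' normalized values. STAT3 fell by 7.24 on the log2 scale (standard error 0.522, adjusted p = 0.000261), from 2853 and 2799 in SCs to 19.9 and 17.5 in IVP-eSLCs, by the brightest of 5 probes. The differences of these probes ranged from -7.24 to -1.08, and this call held under each of the 19 alternatives set before the data were examined.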

In LIF signaling, *LIF*, *STAT3*, and *SOCS3* were identified as DEGs and confirmed by real-time PCR (Fig 6).

**Fig 3:**
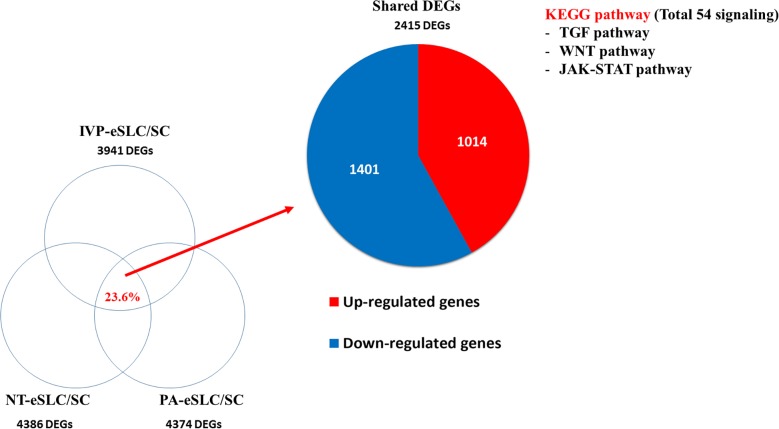
Differently Expressed Genes (DEGs) in embryo-derived Stem-Like Cells (eSLCs) and the analysis of distinct pathways related to pluripotency. In total of 10203 genes, the DEG numbers of *in vitro* production (IVP)-, nuclear transfer (NT)-, parthenogenesis (PA)-eSLCs are 3941, 4386 and 4374, respectively. Among them, co-expressed DEGs are 2415 (23.6%). By KEGG analysis of the co-expressed DEGs, there are 54 signaling including TGF-β, WNT, and LIF pathways which are strongly related to pluripotency.

**Fig 4:**
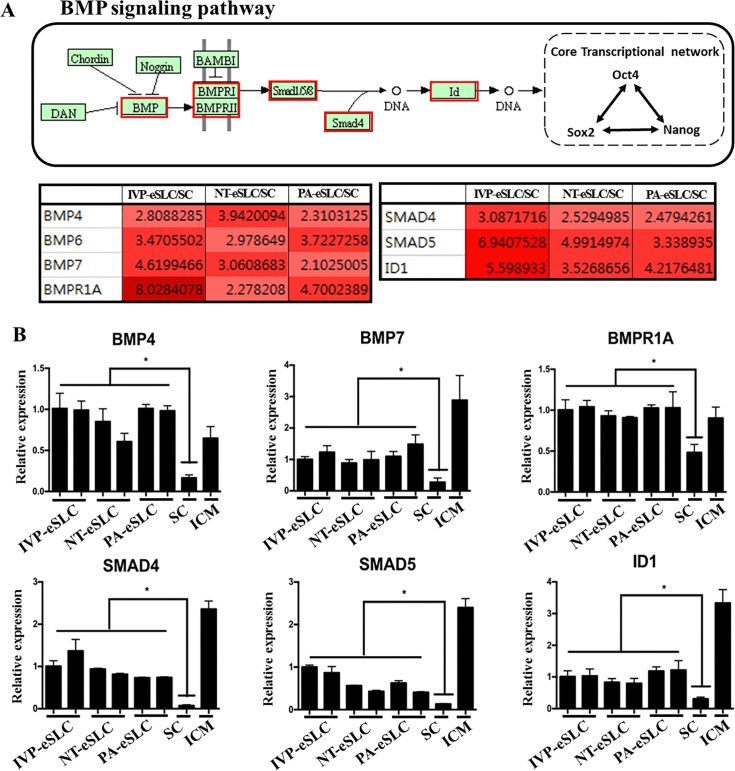
BMP signaling pathway in embryo-derived Stem-Like Cells (eSLCs). (A) KEGG pathway map of BMP signaling related to core transcriptional network for pluripotency. Most differently expressed genes (DEGs) related to BMP signaling are up-regulated in eSLCs compared with the gens in somatic cells. The boxes outlined with red indicate relatively up-regulated DEGs. Fold change value is also provided with red in the table below (A). (B) Gene expression profiles of DEGs related to the BMP signaling pathway. ICM and somatic cell (SC) are also presented as a control. *P<0.05 (n = 3).

**Fig 5:**
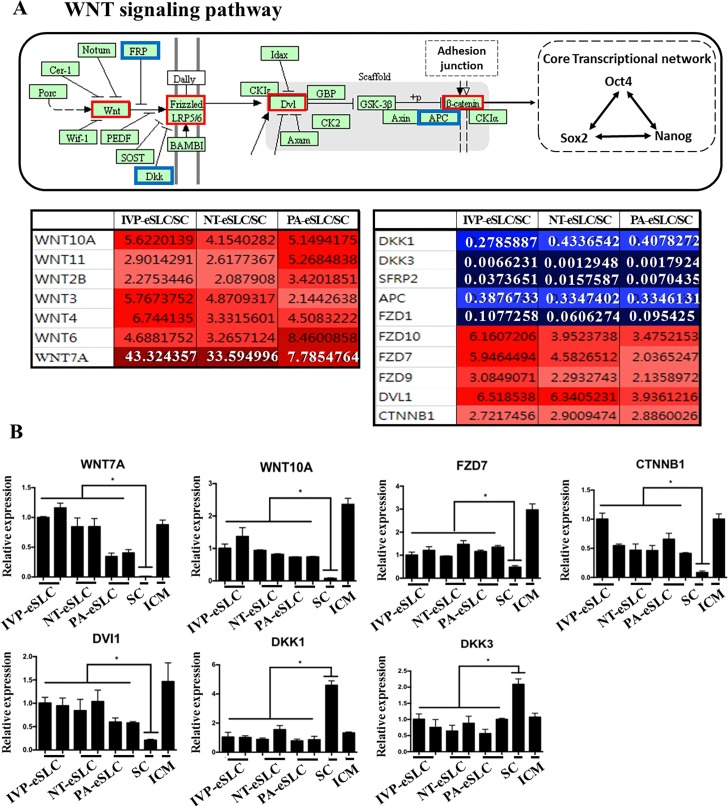
The WNT signaling pathway in embryo-derived Stem-Like Cells (eSLCs). (A) KEGG pathway map of WNT signaling related to core transcriptional network for pluripotency. Most differently expressed genes (DEGs) related to WNT signaling in eSLCs are up-regulated when compared with somatic cells (SCs), although some genes, such as *FZD1* and *APC*, are down-regulated. *DKK1*, *DKK3*, and *SFRP2*, inhibitors of BMP signaling, are down-regulated in eSLCs. The boxes outlined with red indicate relatively up-regulated DEGs, while the ones outlined with blue point to relatively down-regulated DEGs. Fold change value is also provided with red (up-regulated genes) and blue (down-regulated genes) in the tables below (A). (B) Gene expression profiles of representative DEGs related to the BMP signaling pathway. ICM and somatic cell (SC) are also presented as a control. *P<0.05 (n = 3).

**Fig 6:**
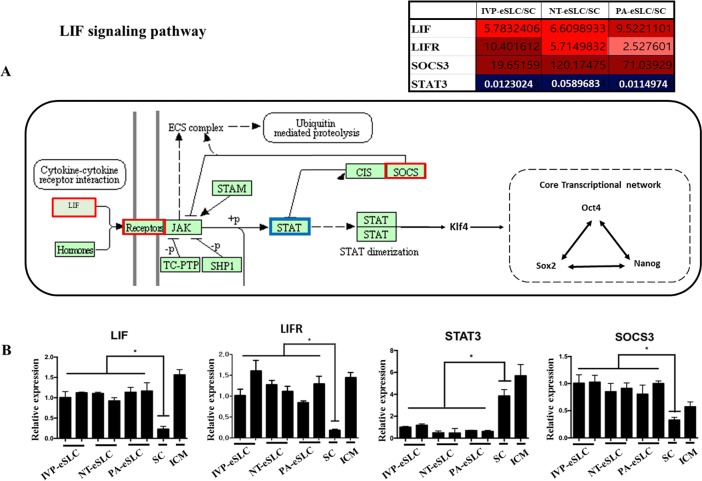
LIF signaling pathway in embryo-derived Stem-Like Cells (eSLCs). (A) KEGG pathway map of LIF signaling related to core transcriptional network for pluripotency. *LIF*, *LIFR*, and *SOCS3* genes are up-regulated in eSLCs when compared with somatic cells, while the *STAT3* gene is down-regulated. The boxes outlined with red indicate relatively up-regulated DEGs, while the ones outlined with blue mark relatively down-regulated DEGs. Fold change is also provided with red (up-regulated genes) and blue (down-regulated genes) in the table above (A). (B) Gene expression profiles of DEGs related to the LIF pathway. ICM and somatic cell (SC) are also presented as a control. *P<0.05 (n = 3).

### The expression pattern of tumor-related genes in bovine embryo-derived Stem-Like Cells (eSLCs)

To elucidate abnormal teratoma formation in bovine eSLCs, we attempted to examine 82 oncogenes and 63 tumor suppressor genes among eSLCs, as described on the Cancer Genes website and via literature searches [29]. 

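Of the 30 oncogenes that S5 Fig lists, 24 had a named probe, and 16 were called by limma in the direction listed there in all 3 origins. CBLC, LCK and HMGA1 were called higher and 13 genes lower, and no gene was called in the other direction in all 3. With the 2-fold criterion alone the count was 17, and adjusted over the list alone it was also 17, on a list chosen by the study on these samples. The methods' t-test with Benjamini-Hochberg adjustment called 0 in all 3 origins, and the unadjusted t-test called 13. In IVP-eSLCs SMO fell by 3.78 on the log2 scale (standard error 0.64, adjusted p = 0.00645), a call lost without SC P5 or SC P10. CCND1 fell by 3.51 (standard error 0.241, adjusted p = 0.000219). MAML2 was at the floor in IVP-eSLCs and at least 8.51-fold lower than in SCs (adjusted p = 0.000576). BCL11A was not well above background in IVP-eSLCs, at least 1.93-fold lower and not called (adjusted p = 0.127).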

Among the oncogenes, 7 co-up-regulated genes and 23 down-regulated DEGs were identified in eSLCs (Fig 7A). The fold changes of the genes were also presented in S5 Fig. The expression of key genes in down-regulated DEGs was confirmed by real-time PCR (Fig 7B). 

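S6 Fig lists 30 tumor suppressor genes, of which 24 had a named probe. In all 3 origins limma called 12 of them in the direction listed, 9 higher and 3 lower, and the same number passed the 2-fold criterion alone. Adjusted over the list alone the count was 12 as well, for a list that came from these samples. It was 6 without SC P5 and 7 without SC P10. BRCA1 rose by 1.36 on the log2 scale in IVP-eSLCs (standard error 0.354, adjusted p = 0.0281). The call of BRCA1 was lost under 11 of the 19 alternatives. SUZ12 rose by 0.98 (standard error 0.24, adjusted p = 0.0234), which is under the 2-fold criterion. It was called higher in NT-eSLCs (1.05, adjusted p = 0.0201) and in PA-eSLCs (1.11, adjusted p = 0.0142).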

Among tumor suppressors, 30 DEGs, with 21 co-up-regulated genes and 9 co-down-regulated genes were also identified (Fig 7C), and the fold changes of the genes were provided in S6 Fig. The expression of primary genes in up-regulated DEGs was confirmed by real-time PCR (Fig 7D).

**Fig 7:**
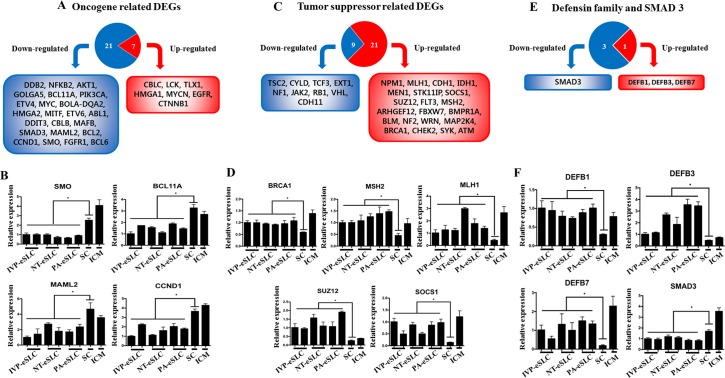
Oncogene- and tumor suppressor-related Differently Expressed Genes (DEGs) in embryo-derived Stem-Like Cells (eSLCs). (A) Venn diagram shows 7 up-regulated and 23 down-regulated DEGs related to oncogenes. (B) Gene expression profiles of representative differently expressed oncogenes. (C) Venn diagram shows 21 up-regulated and 9 down-regulated DEGs related to tumor suppressors. (D) Gene expression profiles of representative differently expressed tumor suppressors. (E) Venn diagram shows DEGs related to the Defensin family (tumor suppressor) and *SMAD3* (oncogene). (F) Gene expression profiles of DEGs related to the Defensin family and *SMAD3*. ICM and somatic cells (SCs) are also presented as a control. *P<0.05 (n = 3).

We also investigated *DEFB1*, *DEFB3*, *DEFB7*, and *SMAD3*, which may be related to teratoma formation. 

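Probes were named for DEFB7 and SMAD3 and for neither of the other 2 genes. SMAD3 fell by 2.53 on the log2 scale in IVP-eSLCs (standard error 0.242, adjusted p = 0.000761, limma). It was called lower in all 3 origins and in IVP-eSLCs under each of the 19 alternatives set before the data were examined. DEFB7 read 29.1 in SC P5 and was at the floor in SC P10. By the brighter of its 2 probes it rose by 2.07 (standard error 0.53, adjusted p = 0.0272) and was called in IVP-eSLCs. Its other probe was 0.06 higher on the log2 scale. DEFB7 was also called in PA-eSLCs (2.66, adjusted p = 0.0107) and was not called in NT-eSLCs (1.46, adjusted p = 0.0806). In IVP-eSLCs the call was kept under 5 of the 19 alternatives.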

Interestingly, according to our data, *SMAD3* expression was decreased, while the expression of *DEFB1*, *DEFB3*, and *DEFB7* was increased in eSLCs compared to SCs (Fig 7E). The fold changes were also listed in S7 Fig. These genes were also confirmed by real-time PCR (Fig 7F).

## Discussion

The microarray technology has revealed a powerful tool for profiling the global gene expression and DEGs are suggested specific or universal characteristics. To understand their characteristics, PSCs in many species including humans and mice have been analyzed by this technology. However, it is still not well known yet about gene expression profiles of embryo-derived PSCs in cattle. In the present study, we analyzed the gene expression pattern of bovine eSLCs from three different origins: IVP-, NT-, and PA-blastocysts. These were compared with each other to understand their shared and distinct properties. In addition, these were compared with SCs to understand shared pathways for pluripotency and failure of teratoma formation by profiling tumor-related genes and tumor suppressor genes.

To understand characteristics of eSLCs and SCs, we analyzed their gene expression. The hierarchical clustering results show little difference in gene expression among six different eSLCs, while all the eSLCs have immensely different gene expression from SCs (Fig 1A), suggesting that properties of eSLCs may be significantly different from those of SCs.

To further verify differences between eSLCs and SCs in detail, IVP-eSLCs were compared with SCs. Among up-regulated DEGs, most GO terms in the BP group were related to metabolic activity and the cell cycle (Fig 1C). Generally, the cell cycle of ESCs is shorter than that of SCs, because the durations of G1 and G2 are remarkably decreased [30]. This means that there is a rapid onset of stem cell proliferation and an enormous demand for energy, such as ATP. Because of this, the metabolic system in ESCs is also changed [31]. Consequentially, metabolism-related genes in ESCs were up-regulated compared to SCs. The results suggest that the metabolic system of IVP-eSLCs may be similar to ESCs and that they may have a short cell cycle, consistent with our previous report [14].

Expression of pluripotent genes and inhibition of differentiation genes are both necessary for maintenance of a pluripotent state. Recently, it has been documented that mESCs are able to maintain their unique properties, including self-renewal and potential of differentiation, by using inhibitors which suppress differentiation signaling pathways [11]. More recently, bovine eSLCs were also derived with these inhibitors [14]. According to our results in down-regulated DEGs, most GO terms in the BP group were related to differentiation and development (Fig 1C). These results suggest that the expression of differentiation-associated genes in bovine eSLCs is decreased when compared with SCs, suggesting that the 3i system may repress the tendency to differentiate in bovine eSLCs. These results may help to retain pluripotency in eSLCs.

One of the biggest differences between ESCs and SCs is the expression of pluripotent genes [32]. Comparing with SCs, eSLCs expressed 39 pluripotent DEGs including the core pluripotency markers, *OCT4* and *NANOG*. It has been documented that *OCT4* and *NANOG* expressions are essential not only to decide first cell fate, trophoblast and inner cell mass, but also to maintain pluripotency of stem cells in mouse, as well as human [33, 34]. In bovine, it has been also revealed that *OCT4* and *NANOG* are also expressed in embryos and embryo-derived cells [14]. Moreover, the overexpression of two genes was essential to generate bovine induced pluripotent stem cells [35]. These previous reports and our results suggest that *OCT4* and *NANOG* expressions may be indispensable to support bovine ESCs. Among these DEGs, some pluripotency related genes are well known in mESCs and hESCs, but have not yet been reported in bovine embryo-derived cells; these include *PECAM1*, *CNOT1*, *OTX2*, *PRDM14*, and *CLDN6* (Fig 1D). These genes have been well-known as pluripotency markers in mESCs [36–40]. In this study, these up-regulated DEGs were also confirmed by real-time PCR and the results revealed that these genes were significantly increased in IVP-eSLCs compared to SCs (Fig 1E). Surprisingly, their expression was similar in IVP-eSLCs and ICM, implying that these genes may act as pluripotency markers and can aid in distinguishing the population of true pluripotent stem cells in bovines.

Recent evidence suggests that ESCs from NT- and PA-embryos contribute epigenetic modifications such as chromatin remodeling and imprinting [41, 42]. This suggests that the analysis of bovine eSLCs from NT- and PA-embryos might be useful for predicting epigenetic deficiencies that induce unsuccessful development.

Although NT-embryos are produced by oocyte-derived reprogramming factors like IVP-embryos, the efficiency was extremely low and transcriptional abnormalities were revealed [43]. The major cause of these developmental failures may be due to epigenetic modifications such as chromatin remodeling [44]. Profiling of chromatin remodeling-related genes revealed 5 genes that were differentially expressed between IVP- and NT-eSLCs (Fig 2B and 2C). The expression of *HMGA1*, *PADI4*, and *CHD1L* was significantly increased in NT-eSLCs compared to IVP-eSLCs (Fig 2B and 2C). Interestingly, these genes were not only related to chromatin remodeling, but were also associated with pluripotency. [45–47]. They may be sufficient to trigger a cascade of epigenetic problems, leading to low efficiency of differentiation and development of the NT-embryo, despite the small number of DEGs.

Comparisons between PA- and IVP-eSLCs revealed differences in imprinting gene expression, which is consistent with a previous study [23]. Although the expression of some genes did not increase exactly two fold, an increasing trend for imprinted maternally expressed genes and a decreasing trend for imprinted paternally expressed genes in PA-eSLCs by real-time PCR were observed when compared to IVP-eSLCs (Fig 3E and 3F). PA-eSLCs maintained an abnormal expression pattern of imprinting-related genes, like the PA embryo, and may be useful for preventing the waste of embryos in imprinting studies.

Since establishing mESCs, many studies have generated ESCs in bovines [48–50]. However, there have been no reports that identify signaling pathways that maintain pluripotent stem cells. In order to verify the appropriate pathways associated with bovine pluripotency, we investigated and analyzed co-regulated genes among eSLCs with the KEGG database. According to our results, co-regulated genes associated with pluripotency are strongly related to the TGFβ, WNT, and LIF signaling pathways (Fig 3).

Although BMP signaling, which belongs to the TGFβ superfamily, promotes non-neural differentiation, BMPs also maintain pluripotency by activation of inhibitor of differentiation (Id) genes [51]. In addition, in mice, BMPs are able to support pluripotency in the absence of both serum and feeder cells [52]. Moreover, recent evidence has revealed that BMP4 plays an indispensable role in establishing bovine iPSCs [53]. Although some genes were down-regulated in this study, core BMP signaling genes appeared in co-up-regulated DEGs. In particular, *BMP4*, *BMP7*, *BMPR1A*, *SMAD4*, *SMAD5*, and *Id1* were up-regulated (Fig 4A and 4B). Interestingly, the expression pattern of these genes in all eSLCs was similar to that of ICM, suggesting that BMP signaling may be activated and may support pluripotency of bovine eSLCs, similar to the role of ICM in embryos.

The WNT pathway is also important for the enhancement of proliferation and maintenance of pluripotency in ESCs, as it stabilizes cytoplasmic b-catenin by suppressing GSK3β [54]. According to our results, WNT signaling genes such as *WNT7a*, *WNT10a*, and *FZD7* were involved in co-up-regulated DEGs (Fig 5A and 5B). Moreover, *DVL1* and *β-CATENIN*, which are downstream of WNT signaling, are also expressed highly in bovine eSLCs. On the other hand, *DKK1* and *DKK3*, which are suppressors of WNT signaling, were down-regulated in bovine eSLCs (Fig 5A and 5B). Interestingly, this gene expression pattern was similar to that revealed in ICM (Fig 5B). These results suggest that the WNT pathway may be activated as one of the strongest regulators to support pluripotency in bovine eSLCs.

Recently, it has been documented that LIF signaling is essential in mESCs and naïve hESCs [55]. In our results, LIF signaling also appeared in DEGs. The expression of *LIF* and *LIFR* genes was up-regulated, while *STAT3* expression was down-regulated in eSLCs (Fig 6A). Surprisingly, the expression of STAT3 in eSLCs was in reverse of its expression in ICM, suggesting that the signal transmission between LIF and STAT3 may be disconnected. It has been reported that many culture systems in previous studies, even those including LIF, fail to generate true bESCs [8–10]. According to our results, the failure may be related with the disconnection between LIF and STAT3. For the maintenance of pluripotency in bESCs, the LIF signaling pathway may be activated by STAT3 signaling and/or downstream effectors which do not supplement or stimulate LIF itself.

SOCS3 inhibits JAK signaling by a binding mechanism, resulting in the inhibition of the LIF pathway for pluripotency [56]. According to our microarray and real-time PCR results, *SOCS3* expression was significantly up-regulated in eSLCs compared to SCs (Fig 6). Assuming that the increased expression of *SOCS3* may inhibit JAK signaling, this may be a critical factor involved in destruction of the LIF pathway. This study therefore suggests that the reactivation of *STAT3* may be compulsory for establishment of true ESCs in bovines, and *SOCS3* inhibition may generate authentic bESCs.

Generating eSLCs in a 3i culture system with long-term proliferation and expression of pluripotent markers has been previously successful. However, the efficiency of *in vivo* differentiation is extremely low and teratoma formation was induced abnormally [14]. Many previous studies in the literature have also revealed similar problems [48, 57, 58], even in bovine iPSCs [35].

It was hypothesized that tumor-related genes may be changed in eSLCs, so we profiled oncogenes and tumor suppressor genes. Interestingly, among DEGs, most oncogenes (23 genes) were down-regulated, including *SMO*, *BCL11a*, *MAML2*, and *CCND1* which are related to tumors and metastasis [59–62] (Fig 7A). These results suggest that decreased oncogenes may reduce the frequency of teratoma formation and immature teratomas. In contrast, most tumor suppressor genes (21 of 30 genes) were highly up-regulated in eSLCs including *BRCA1*, *MLH1*, *MSH2*, *SUZ12*, and *SOCS1*, which are related to an increased risk of cancer [63–67]. These results indicate that up-regulation of these tumor suppressor genes may be associated with suppression of teratoma formation in bovine eSLCs.

Some genes that affect teratoma formation are not tumor-related. The defensin family is a well-known immune system-connected factor [68] that can suppress tumor formation [69]. We observed increased expression of defensin family genes including *DEFB1*, *DEFB3*, and *DEFB7* (Fig 7E and 7F). These results show that defensin family genes may also be candidates for teratoma formation in bovines. It has also been documented that SMAD3 is the mediator of signals from the TGFβ superfamily, which controls cell proliferation, pluripotency, and differentiation [70]. Recently, it has been reported that SMAD3 is closely connected with teratoma formation from ESCs [71]. *SMAD3* expression was down-regulated (Fig 7E and 7F). It is speculated that decreased *SMAD3* gene expression may be one of the reasons why teratomas are induced abnormally.

In conclusion, our study demonstrate that expression of oncogenes were predominantly decreased, while tumor suppressor genes were increased in bovine eSLCs, compared with that in SCs. This indicates that the ability of bovine eSLCs in 3i and previous culture conditions to form teratomas may be eroded by the regulation of oncogene and tumor suppressor gene expression. In view of these findings, further investigation of oncogenes in bovine embryo-derived cells may be useful for the generation of genuine bovine ESCs.

## Conclusions

Our report illustrates gene expression patterns of three different eSLCs from IVP-, NT-, and PA-embryos. To the best of our knowledge, this study represents the first report of gene expression profile data obtained from the DNA microarray analysis in bovine embryo-derived PSCs. Data analyses of signaling pathways provide essential information on authentic ESCs as well as supporting evidence for pluripotency in bovine eSLCs. Moreover, the gene expression profiles of eSLCs from various types of blastocysts can also provide insight into common and/or specific behavior patterns of genomes and epigenomes, particularly in domestic mammalian species.

## Supporting information

S1 Fig Functional annotation analysis between *in vitro* production embryo-derived stem-like cells and somatic cells. The top 10 most significantly up-regulated and down-regulated differently expressed genes in molecular function and cellular component are shown with tables and corresponding bar graphs.
(XLSX) Click here for additional data file.

S2 Fig Profiling of up-regulated and down-regulated differently expressed genes between *In Vitro* Production embryo-derived Stem-Like Cells (IVP-eSLCs) and Somatic Cells (SCs). Among stem cell maintenance related genes, 39 genes were up-regulated (Red) and 12 genes were down-regulated (blue).
(XLSX) Click here for additional data file.

S3 Fig Comparison analysis of the functional annotation between Nuclear Transfer embryo-derived Stem-Like Cells (NT-eSLCs) and *In Vitro* Production embryo-derived Stem-Like Cells (IVP-eSLCs). The top 10 most significantly up-regulated and down-regulated differently expressed genes in biological process, molecular function and cellular component are shown with tables and corresponding bar graphs.
(XLSX) Click here for additional data file.

S4 Fig Comparison analysis of the functional annotation between Parthenogenesis embryo-derived Stem-Like Cells (PA-eSLCs) and *In Vitro* Production embryo-derived Stem-Like Cells (IVP-eSLCs). The top 10 most significantly up-regulated and down-regulated differently expressed genes in biological process, molecular function and cellular component are shown with tables and corresponding bar graphs.
(XLSX) Click here for additional data file.

S5 Fig Oncogene-related differently expressed genes in embryo-derived stem-like cells. Fold changes of 7 co-up-regulated (red) and 23 co-down-regulated (blue) genes are listed. All fold change was normalized by values of somatic cells.
(XLSX) Click here for additional data file.

S6 Fig Tumor suppressor-related differently expressed genes in embryo-derived stem-like cells. Fold changes of 21 co-up-regulated (red) and 9 co-down-regulated (blue) genes are listed. All fold change was normalized by values of somatic cells.
(XLSX) Click here for additional data file.

S7 Fig Gene profiling of defensin family and SMAD3 in embryo-derived stem-like cells. DEFB1, DEFB3 and DEFB7 were up-regulated as tumor suppressor genes (red) in eSLCs, while SMAD3 was down-regulated as oncogenes (blue). All fold change was normalized by values of somatic cells.
(XLSX) Click here for additional data file.

S1 Table Primer sequences for real time polymerase chain reaction. (DOCX) Click here for additional data file.

S2 Table Microarray data for bovine embryo-derived stem-like cells and somatic cells. (XLSX) Click here for additional data file.

# Supplementary material for: Microarray analysis of embryo-derived bovine pluripotent cells: The vulnerable state of bovine embryonic stem cells
**Source:** PLoS One. 2017 Mar 3;12(3):e0173278. doi: 10.1371/journal.pone.0173278
**Supplement:** S1 Table

Table S1. Primer sequences for Real Time Polymerase Chain Reaction

Reference

Cagnone, G., Sirard, M.-A., 2014. The impact of exposure to serum lipids during in vitro culture on the transcriptome of bovine blastocysts. Theriogenology 81, 712-722. e713.

Denicol, A.C., Dobbs, K.B., McLean, K.M., Carambula, S.F., Loureiro, B., Hansen, P.J., 2013. Canonical WNT signaling regulates development of bovine embryos to the blastocyst stage. Sci. Rep. 3, 1266.

Gupta, P., Folger, J.K., Rajput, S.K., Lv, L., Yao, J., Ireland, J.J., Smith, G.W., 2014. Regulation and regulatory role of WNT signaling in potentiating FSH action during bovine dominant follicle selection. PloS one 9, e100201.

Ilha, G.F., Rovani, M.T., Gasperin, B.G., Antoniazzi, A.Q., Gonçalves, P.B.D., Bordignon, V., Duggavathi, R., 2015. Lack of FSH support enhances LIF–STAT3 signaling in granulosa cells of atretic follicles in cattle. Reproduction 150, 395-403.

Jiang, Z., Dong, H., Zheng, X., Marjani, S.L., Donovan, D.M., Chen, J., Tian, X.C., 2015. mRNA Levels of Imprinted Genes in Bovine In Vivo Oocytes, Embryos and Cross Species Comparisons with Humans, Mice and Pigs. Scientific reports 5.

Katz-Jaffe, M., McCallie, B., Preis, K., Filipovits, J., Gardner, D., 2009. Transcriptome analysis of in vivo and in vitro matured bovine MII oocytes. Theriogenology 71, 939-946.

Kawaguchi, T., Tsukiyama, T., Kimura, K., Matsuyama, S., Minami, N., Yamada, M., Imai, H., 2015. Generation of Naive Bovine Induced Pluripotent Stem Cells Using PiggyBac Transposition of Doxycycline-Inducible Transcription Factors. PloS one 10.

Kim, D., Park, S., Jung, Y.G., Roh, S., 2015. In vitro culture of stem-like cells derived from somatic cell nuclear transfer bovine embryos of the Korean beef cattle species, HanWoo. Reproduction, fertility, and development.

Lee, K.-B., Folger, J.K., Rajput, S.K., Smith, G.W., 2014. Temporal regulation of mRNAs for select bone morphogenetic proteins (BMP), BMP receptors and their associated SMAD proteins during bovine early embryonic development: effects of exogenous BMP2 on embryo developmental progression. Reproductive Biology and Endocrinology 12, 67.

Mamo, S., Carter, F., Lonergan, P., Leal, C.L., Al Naib, A., McGettigan, P., Mehta, J.P., Evans, A.C., Fair, T., 2011. Sequential analysis of global gene expression profiles in immature and in vitro matured bovine oocytes: potential molecular markers of oocyte maturation. BMC genomics 12, 1.

McLean, Z., Meng, F., Henderson, H., Turner, P., Oback, B., 2014. Increased MAP kinase inhibition enhances epiblast-specific gene expression in bovine blastocysts. Biology of reproduction 91, 49.

Rekawiecki, R., Rutkowska, J., Kotwica, J., 2012. Identification of optimal housekeeping genes for examination of gene expression in bovine corpus luteum. Reproductive biology 12, 362-367.

Selvaraju, S., Folger, J., Gupta, P., Ireland, J., Smith, G., 2013. Stage-specific expression and effect of bone morphogenetic protein 2 on bovine granulosa cell estradiol production: regulation by cocaine and amphetamine regulated transcript. Domestic animal endocrinology 44, 115-120.

Shimizu, T., Hirai, Y., Miyamoto, A., 2013. Expression of Cyclins and Cyclin‐Dependent Kinase Inhibitors in Granulosa Cells from Bovine Ovary. Reproduction in Domestic Animals 48, e65-e69.

Smith, C., Berg, D., Beaumont, S., Standley, N.T., Wells, D.N., Pfeffer, P.L., 2007. Simultaneous gene quantitation of multiple genes in individual bovine nuclear transfer blastocysts. Reproduction 133, 231-242.

Tetens, J., Friedrich, J.J., Hartmann, A., Schwerin, M., Kalm, E., Thaller, G., 2010. The spatial expression pattern of antimicrobial peptides across the healthy bovine udder. J Dairy Sci 93, 775-783.

Vigneault, C., McGraw, S., Massicotte, L., Sirard, M.-A., 2004. Transcription Factor Expression Patterns in Bovine In Vitro-Derived Embryos Priorto Maternal-Zygotic Transition. Biology of reproduction 70, 1701-1709.

Vitorino Carvalho, A., Eozenou, C., Healey, G.D., Forde, N., Reinaud, P., Chebrout, M., Gall, L., Rodde, N., Padilla, A.L., Delville, C.G., Leveugle, M., Richard, C., Sheldon, I.M., Lonergan, P., Jolivet, G., Sandra, O., 2014. Analysis of STAT1 expression and biological activity reveals interferon-tau-dependent STAT1-regulated SOCS genes in the bovine endometrium. Reproduction, fertility, and development.

Wang, S., Pan, Z., Zhang, Q., Xie, Z., Liu, H., Li, Q., 2012. Differential mRNA Expression and Promoter Methylation Status of SYCP3 Gene in Testes of Yaks and Cattle‐Yaks. Reproduction in domestic animals 47, 455-462.

Welch-Reardon, K.M., Wu, N., Hughes, C.C., 2015. A Role for Partial Endothelial–Mesenchymal Transitions in Angiogenesis? Arteriosclerosis, thrombosis, and vascular biology 35, 303-308.

Yang, L., Chavatte‐Palmer, P., Kubota, C., O'neill, M., Hoagland, T., Renard, J.P., Taneja, M., Yang, X., Tian, X.C., 2005. Expression of imprinted genes is aberrant in deceased newborn cloned calves and relatively normal in surviving adult clones. Mol Reprod Dev 71, 431-438.

Zhang, K., Rajput, S.K., Lee, K.-B., Wang, D., Huang, J., Folger, J.K., Knott, J.G., Zhang, J., Smith, G.W., 2015. Evidence Supporting a Role for SMAD2/3 in Bovine Early Embryonic Development: Potential Implications for Embryotropic Actions of Follistatin. Biology of reproduction, biolreprod. 115.130278.

Zhang, Y., Li, Y., Fu, C., Wang, J., Wang, H., Zan, L., 2014. Effects of bovine SMO gene polymorphisms on the body measurement and meat quality traits of Qinchuan cattle. Genetics and molecular research: GMR 13, 8105.

How the deposited data were processed for this re-analysis (not part of the article)

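RNA of 6 bovine eSLC lines, 2 each from IVP, NT and PA embryos, and of SCs at passages 5 and 10 was measured on 8 one-colour Agilent bovine oligo microarrays. The authors scanned the arrays and quantified them with Feature Extraction, normalized them and selected genes with GeneSpring GX, and deposited the scanner output of each array and a series matrix with 1 processed value per probe and array. The scanner output as deposited holds linear signal intensities, with no normalization between arrays. The series matrix as deposited holds linear intensities after a normalization that the paper's text does not describe beyond the software.

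The authors' scanner output gives several signals per spot. The processed signal was the column planned for the tests. In 6 of the 8 files (I9, N7, P1, P4, SC P5 and SC P10) it did not follow the other columns of the same row. For 33482 probes its Spearman correlation with the background-subtracted signal lay between 0.00449 and 0.00966 in these files and was 0.99 in I2 and 0.989 in N2. The SD of log2 values among the spots of 1 probe was 3.68 to 4.21 for the processed signal in these 6 files and 0.162 to 0.186 for the background-subtracted signal in all 8. The background-subtracted signal was therefore used, and the processed signal was kept as an alternative. For the other 10171 probes, called list probes here, the processed signal in 7 of the 8 files equals the series matrix value divided by 1 common factor, 1.741, within 3%, for at least 99.98% of the probes, and in the file of N2 for none.

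Control spots and spots marked as outliers by the scanner software (1 to 11 per array) were left out of the 45220 spots of each array, which left 43803 spots and 43653 probes. No spot was saturated. Spots of 1 probe were averaged. The signals of each array were divided by its 75th percentile, raised to a common floor of 13.3 (with the 75th percentile at 1000) and taken to log2. The 75th percentile lay between 1192 and 4092 units of the scanner, and was 75.3 to 136 times the lowest signal well above background on the array. Probes carry accessions and no gene names, and 26743 of them matched the RefSeq table of the cattle genome, for 12603 genes. Of these genes, 8164 had more than 1 probe, and the probe with the highest mean log2 signal over all arrays was used. Of the 57 genes named in the text from the paper's lists and from the rule below, 32 had more than 1 probe present, 5 had a probe of the opposite sign, and 0 had probes 2-fold or more apart in opposite directions.

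Conditions were compared with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes, a mean per condition, all 8 arrays in 1 fit, which share their spread). A gene was tested if it was well above background on every array of at least 1 condition (10958 genes) and called at an adjusted p under 0.05 (Benjamini-Hochberg) and a difference of at least 2-fold. With 2 arrays per condition, regrouping the arrays cannot give a p under 0.05 for 1 gene. The paper's selection by absent/present calls and a 2-fold difference was followed without a test, with the scanner software's well above background flag as present. SC P5 and SC P10, 2 passages on different slides, entered as 2 samples. Whether they stand for independent cultures was not tested, and counting them as 1 sample is an alternative. Figures were drawn with matplotlib version 3.10.9 in Python version 3.11.15.

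The limma step was tested on simulated data with 10958 genes, of which 200 were changed 4-fold. It recovered 64% of them for IVP-eSLCs against SCs, 65.5% for NT-eSLCs against SCs, 62.5% for PA-eSLCs against SCs, 67% for NT- against IVP-eSLCs and 69.5% for PA- against IVP-eSLCs, with 4 to 13 unchanged genes called and 0 errors of sign. The comparisons against SCs share the SC arrays, and the chance level of their overlap was simulated 20 times.

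The genes named in the text are those the paper names, 5 lists of marker genes written before the data were examined (trophectoderm, early lineage, fibroblast, sex-linked and housekeeping), and, for each comparison, the 5 genes with the largest rise and the 5 with the largest fall among those called, with arrays that do not overlap, well above background in both conditions and above the floor on every array compared. The last condition was added after the data were seen. Some genes that the paper names are not reported here. No gene met this rule between NT- and IVP-eSLCs or between PA- and IVP-eSLCs. The gene lists for pluripotency, oncogenes and tumor suppressors are those of S2, S5 and S6 Figs, and the signaling, chromatin and imprinted genes those of Figs 2, 4, 5 and 6.

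Before the data were examined, these alternatives were set: scaling to the median, quantile normalization, a filter on all 8 arrays, no filter, the mean of a gene's probes, the SC arrays as 1 sample, the series matrix values scaled to their 75th percentile, only the conditions compared in the fit, the methods' t-test, the slide as a block, a 2-fold difference between every pair of arrays, presence in both conditions, Euclidean distance on linear values and each array left out in turn. Chosen after seeing the data were normexp with an offset of 50 on the median signal, since the files hold no mean signal, the processed signal as deposited, a floor 4 times lower, the list probes alone, and the series matrix values of the list probes without rescaling, with the mean of each condition and with every pair of arrays. The PCR, GO and KEGG results were not analysed here, nor were the longer gene lists from which the paper selected its pluripotency, chromatin, oncogene and tumor suppressor genes. The part of S2 Table read here holds 1997 rows.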

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

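The lists of marker genes were written before the data were examined, and the tests of explanations in this part were chosen after the results were seen.

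Genes on the Y chromosome, which the paper does not discuss, gave signals in 1 NT-eSLC line and 1 PA-eSLC line that the SC arrays did not have. In N7 the normalized signal was 757 for DDX3Y, 513.3 for EIF1AY, 185.7 for USP9Y and 49.9 for TSPY. In P1, from a parthenogenetic embryo, it was 368.7 for DDX3Y and 156.8 for USP9Y, while EIF1AY and TSPY were not well above background. On the SC arrays and on those of I2, N2 and P4 none of these 4 genes was well above background, and in I9 DDX3Y was, at a signal not above the floor of 13.3. SRY was not well above background on any array, and ZFY was on all 8, SC included. XIST, EIF2S3Y, UTY, KDM5D, OFD1Y and RBMY had no named probe. RNA or cells of N7 mixed into P1 would bring the other genes raised in N7 at the same share. DDX3Y and USP9Y in P1 were at 0.487 and 0.844 of their N7 signals. The 47 other genes at least 10-fold higher in N7 than in I2, I9, N2, P4 and both SC arrays had a median P1 signal of 0.0262 of that in N7 and a highest one of 0.112, and at the lower share EIF1AY would have read 250 in P1. This argues against such a mixture. A male line in place of a parthenogenetic one could give Y-linked signals, and 2 of the 4 genes seen in N7 were seen in P1, too few to decide. Mouse feeder RNA that hybridizes to the bovine probes is a further candidate source: all lines grew on the same kind of feeder, and 2 of the 6 eSLC arrays showed USP9Y, but the share of feeder cells on each array is not known. These explanations of the P1 signal cannot be told apart, and probes that take up a related transcript of another chromosome were not tested. For N7 the sex of the donor cell is a biological explanation that was not tested. The result rests on 1 array per line.

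Of the 15 trophectoderm markers on the list, 13 had a named probe, and 11 were called higher than in SCs by limma in all 3 origins (CDX2, GATA2, GATA3, TFAP2C, ELF5, ASCL2, KRT8, KRT18, KRT19, PAG2 and PAG11). GATA2, TFAP2C, ELF5 and ASCL2, 4 of these, are also among the pluripotency related genes the paper lists. The paper does not report on trophectoderm markers as a group, although its introduction describes eSLCs as expressing CDX2, which it calls trophoblast-specific. CDX2 was not well above background in SCs and at least 882-fold higher in IVP-eSLCs (adjusted p = 2.93e-05, limma), and PAG2 read between 38030 and 274800 on the eSLC arrays and 13.3, the floor, on the SC arrays. HAND1 and TFAP2A were not called in all 3 origins. Scaling between arrays, as an explanation, is argued against by the 11 genes called under quantile normalization, and 11 were also called under scaling to the median and with the slide as a block. The series matrix values gave 9. The effect of the culture on these genes was not tested. The signal could reflect trophoblast cells in the lines or expression of these genes in the eSLCs themselves, which the 11 calls leave open, since cells of known type were not on the arrays.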

How the results depend on the processing

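Of 33 counts and values, each was recomputed under 14 alternatives set before the data were examined where these apply, under 6 chosen after seeing the data (named as such below) and with each of the 8 arrays left out in turn. Over the alternatives set before the data were examined, 487 of 578 recomputed values lay within 1.5 times the main count (or within the spread, for the SC pair). Scaling to the median, quantile normalization, no filter, the mean of a gene's probes, the slide as a block and presence in both conditions moved no count beyond that. Under quantile normalization the higher share of the calls against SCs went from 54.7% to 50.6% for IVP-eSLCs and from 57.7% to 52.3% for PA-eSLCs. Under the series matrix values it was 46.4% for IVP-eSLCs and 48.8% for NT-eSLCs (53.2%), with more genes lower than higher, and 52.3% for PA-eSLCs. Except where the construction of an alternative shows it, the cause was not tested.

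The arrays' signal over background limits what can be measured of dim genes. With the filter on all 8 arrays, which tests fewer genes, the 2-fold genes between NT- and IVP-eSLCs were 159 higher and 227 lower (246 and 348 in the main setting), and the signaling genes called were 5 (8). With a floor 4 times lower, chosen after seeing the data, no count moved beyond 1.5 times.

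With the SC arrays as 1 sample, which leaves fewer samples, limma called 1060 genes higher and 959 lower in IVP-eSLCs than in SCs (1938 and 1603), 942 and 864 in NT-eSLCs (1735 and 1528), 1304 and 1000 in PA-eSLCs (2229 and 1633), 840 and 766 in all 3 origins (1475 and 1275), 14 of the pluripotency genes (27) and 6 of the tumor suppressor genes (12). With only the conditions compared in the fit, 7 tumor suppressor genes were called.

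The methods' t-test, unadjusted, gave 5 genes higher and 12 lower between NT- and IVP-eSLCs and 23 higher and 61 lower between PA- and IVP-eSLCs (0 in each by limma), and 6 tumor suppressor genes. After Benjamini-Hochberg adjustment it gave 445 higher and 439 lower for IVP-eSLCs against SCs, 154 and 150 for NT-eSLCs, 939 and 726 for PA-eSLCs, 61 and 87 in all 3 origins, 1 higher between PA- and IVP-eSLCs, 9 pluripotency genes, 0 oncogenes (16), 1 tumor suppressor gene, 0 of the defensin genes and SMAD3 (1) and 0 signaling genes. This test uses the spread of 4 arrays alone for each gene.

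When every pair of arrays had to be 2-fold apart, a stricter criterion by construction, 1495 genes were higher in NT-eSLCs than in SCs (2361), 11 higher and 20 lower between NT- and IVP-eSLCs, 18 higher and 44 lower between PA- and IVP-eSLCs (253 and 295), and 1264 higher in all 3 origins (1916).

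With the series matrix values scaled to their 75th percentile, limma called 1037 genes higher in IVP-eSLCs than in SCs, 1014 higher in NT-eSLCs, 1105 higher and 1008 lower in PA-eSLCs, and 753 higher and 793 lower in all 3 origins. It called 101 higher and 9 lower between NT- and IVP-eSLCs and 3 lower between PA- and IVP-eSLCs, and the 2-fold genes were 826 higher and 1259 higher in these comparisons. The nearest array was of the same origin for 2 of 6 eSLC arrays (0), as it was with Euclidean distance on linear values, also 2. Against SCs, BMP4 was at 1.16 on the log2 scale (-3.12), SMAD5 at 2.47 (-2.06), ID1 at 2.16 (-4.90) and DVL1 at 2.38 (-0.43).

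Further alternatives were chosen after seeing the data. With normexp on the median signal, the 2-fold genes were 228 lower between NT- and IVP-eSLCs and 143 lower between PA- and IVP-eSLCs. With the list probes alone, which are fewer, they were 151 higher and 208 lower between NT- and IVP-eSLCs, and PECAM1 was at -0.22 on the log2 scale (2.77), through another probe.

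With the processed signal as deposited, which is out of step with the probes in 6 files, limma called 114 genes higher and 79 lower in IVP-eSLCs, 167 and 76 in NT-eSLCs, 127 and 88 in PA-eSLCs, and 87 and 50 in all 3 origins. The 2-fold genes were 3038 lower in IVP-eSLCs than in SCs (1968), 1156 higher and 605 lower between NT- and IVP-eSLCs, 1981 higher and 1022 lower between PA- and IVP-eSLCs, and 1050 lower in all 3 origins (1581). The lists gave 6 pluripotency genes, 1 oncogene, 1 tumor suppressor gene, 0 of the defensin genes and SMAD3 and 1 signaling gene, and 2 eSLC arrays had a nearest array of their origin. CNOT1 was at -5.35 on the log2 scale (1.28), BMP4 at 1.62, SMAD5 at 2.92 and ID1 at 2.62.

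With the series matrix values of the list probes without rescaling, limma called 1169 genes higher in PA-eSLCs than in SCs, 484 higher and 331 lower between NT- and IVP-eSLCs, 66 higher and 251 lower between PA- and IVP-eSLCs, and 923 higher in all 3 origins. The 2-fold genes were 1429 higher in IVP-eSLCs (2513), 1228 higher in PA-eSLCs (2784), 669 higher between NT- and IVP-eSLCs, 104 higher and 458 lower between PA- and IVP-eSLCs, and 966 higher in all 3 origins. Called were 22 tumor suppressor genes, 2 of the defensin genes and SMAD3, 4 chromatin remodeling genes (0), 10 imprinted genes (0) and 19 signaling genes. The nearest array was of the same origin for 5 of 6 eSLC arrays, and the SC pair had an SD of 0.0397 (0.424). The log2 differences between NT- and IVP-eSLCs were 1.11 for PADI4 (-0.31), 1.04 for CHD1L (-0.27) and -1.11 for SYCP3 (0.74). Between PA- and IVP-eSLCs they were 1.39 for MEG3 (-0.98), -1.15 for IGF2 (0.06), -1.30 for SNRPN (0.04), -1.74 for NAP1L5 (1.05) and -2.02 for PLAGL1, which is at the floor in the main setting. Against SCs they were 1.49 for BMP4, 3.01 for BMPR1A (-0.42), 2.79 for SMAD5, 2.49 for ID1, 2.71 for DVL1 and 1.44 for CTNNB1 (-0.16). When every pair of arrays had to be 2-fold apart in these values, the 2-fold genes were 1234 higher in IVP-eSLCs, 1437 in NT-eSLCs and 1035 in PA-eSLCs than in SCs, 443 higher between NT- and IVP-eSLCs, 52 higher and 164 lower between PA- and IVP-eSLCs, and 813 higher in all 3 origins.

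With each array left out in turn, which leaves 1 array in a condition whose spread is assumed to be that of the others, the calls of limma ranged from 1078 to 2043 higher and 939 to 1679 lower for IVP-eSLCs against SCs, 883 to 1640 and 843 to 1436 for NT-eSLCs, 1258 to 2350 and 957 to 1700 for PA-eSLCs, and 808 to 1345 and 744 to 1205 in all 3 origins, each time lowest without SC P5. Between NT- and IVP-eSLCs they ranged from 0 to 130 higher and 0 to 21 lower, highest without N2, and between PA- and IVP-eSLCs from 0 to 1 in each direction, highest without I2. The 2-fold genes ranged from 245 to 668 higher and 347 to 935 lower between NT- and IVP-eSLCs, highest without N2, and from 211 to 780 higher and 291 to 835 lower between PA- and IVP-eSLCs, highest without I2. The lists ranged from 15 to 29 for pluripotency genes, 6 to 10 for tumor suppressor genes and 5 to 8 for signaling genes. FZD7 was at -0.01 on the log2 scale without I2 and at -0.55, the lowest, without P1 and without P4 (2.00), since another of its probes was then the brightest, and at 2.69, the highest, without I9. No analysis paired by replicate was run, because the labels hold no number that pairs 1 sample with another. The slide as a block is among the alternatives above.

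Of 57 named genes, 30 were called by limma, and 12 of them were called under all 19 alternatives set before the data were examined that apply to a gene. Among the 12 were PLAC8A, SSLP1, GATA3, KRT18, PAG8, TPM2 and S100A4, which were named for their large called changes in these data. Genes that the filter on all 8 arrays left untested count as lost, and CLDN6 and CDX2 were lost there alone. Leaving aside the settings with fewer arrays, the methods' t-test and the series matrix, 18 of the 30 stayed called.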

Differences from the paper's values

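The paper's folds come from its supplementary figures, where these are given as tables, or were read by eye from its figures. A fold under 1 is a lower level. Values are said to differ when 1 is more than 1.5 times the other and they are further apart than the replicate SD, so that a setting with a wide spread can have a value far from the paper's and not differ. A lower limit differs if it is over 1.5 times the paper's fold, and an alternative that is not such a limit is held to the rule for other values. The series matrix values below are the authors' values scaled to the 75th percentile, an alternative set before the data were examined. The series matrix values of the list probes without rescaling, with the mean of each condition or with every pair of arrays, the processed signal, normexp and the list probes alone were chosen after seeing the values. For 39 folds that the matrix values of the list probes, chosen after seeing the values, could give with the mean of each condition, all 39 lay within 3% of the paper's, and none differed. On the scanner signals 1 of the paper's folds was within 3%, and 21 of 41 differed.

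The paper gives 1552 genes up-regulated in IVP-eSLCs against SCs, and 2513 genes were at least 2-fold higher here. Of 17 alternatives set before the data were examined, 5 fell within 1.5 times the paper's count: quantile normalization (2300), the filter on all 8 arrays (1989), presence in both conditions (2000), the series matrix values (2180) and every pair of arrays (1730). So did normexp (2101), the processed signal (2283), the list probes (1775) and the matrix values of the list probes (1429, and 1234 with every pair), all chosen after seeing the values. For NT- against IVP-eSLCs the paper gives 601 up-regulated genes and 246 were found. The series matrix values (826) and leaving out I9 (598), N2 (668) or N7 (445) fell within that range, the other 13 of 17 did not, and the matrix values of the list probes, chosen after seeing the values, gave 669, and 443 with every pair. For PA- against IVP-eSLCs the paper gives 78 up-regulated genes and 253 were found, and none of 17 alternatives came within 1.5 times. The matrix values of the list probes, chosen after seeing the values, gave 104, and 52 with every pair. The paper gives 1014 co-up-regulated genes, and 1916 were found. The filter on all 8 arrays (1511), presence in both conditions (1511) and every pair of arrays (1264) were within 1.5 times, the other 14 of 17 were not, and of those chosen after seeing the values, the processed signal (1387), the list probes (1331) and the matrix values of the list probes (966, and 813 with every pair) were. The paper counts 10203 genes in S2 Table, and the part of it read here has 1997 rows.

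For IVP-eSLCs against SCs the paper's fold of POU5F1 is 45.0745, and it was 1.92 here. Of 19 alternatives set before the data were examined, the series matrix values (36) did not differ from the paper's and 18 did. The processed signal (49.4) and the matrix values of the list probes (45.1), chosen after seeing the values, did not. The paper's fold of PECAM1 is 3.301, and here it was at least 10.9. The 19 alternatives for PECAM1 set before the data were examined are for the most part folds against the floor. They were between 2.42 and 7.82, of which the mean of the probes (2.42) and the series matrix values (2.64) did not differ. Of those chosen after seeing the values, normexp (2.82), the processed signal (3.62) and the matrix values of the list probes (3.30) did not. The lower floor (27.4) and the list probes (0.856, through another probe) did. The paper's fold of LIF is 5.78324 and the limit here was at least 11.3. Of the 19 alternatives, 17 did not differ, most of them folds against the floor that a low value cannot make differ, and leaving out I9 (15.9) and the mean of the probes (2.66) did. Of those chosen after seeing the values, the lower floor (20.0), the processed signal (0.976) and the list probes (1.0) did, and normexp (2.86, with a wide spread) and the matrix values of the list probes (5.78) did not.

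For BMP4 the paper's fold is about 2.8 in Fig 4A, read by eye, and it was 0.115 here. For SMAD5 it is about 6.9 in Fig 4A, read by eye, and was 0.241. For ID1 it is about 5.6 in Fig 4A, read by eye, and was 0.0334. For DVL1 it is about 6.5 in Fig 5A, read by eye, and was 0.741. For these 4 genes the series matrix values (2.24, 5.53, 4.47 and 5.20) did not differ from the paper's and the other 18 of 19 alternatives did, and neither did the processed signal (3.08, 7.57, 6.13 and 7.15) or the matrix values of the list probes (2.81, 6.93, 5.6 and 6.52), chosen after seeing the values. The paper's fold of BMPR1A is 8.02841, and it was 0.749 here. The paper's fold of CTNNB1 is 2.72175, and it was 0.897 here. For both, all 19 alternatives set before the data were examined differed, and the processed signal (8.81, and 8.33 with a wide spread) and the matrix values of the list probes (8.03 and 2.72), chosen after seeing the values, did not. For SMAD4 the paper's fold is 3.08717 and it was 0.421 here, and no alternative run closed this gap. For DKK1 it is about 0.28 in Fig 5A, read by eye, and was 0.0899, and all 19 alternatives differed, while the processed signal (0.363), chosen after seeing the values, did not.

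The paper's fold of STAT3 is 0.0123025 and it was 0.0066 here, and the series matrix values (0.00982) did not differ while the other 18 of 19 did. Of those chosen after seeing the values, normexp (0.0158), the processed signal (0.0409, with a wide spread) and the matrix values of the list probes (0.0123) did not. The paper's fold of SMO is 0.0397254 and it was 0.0727 here. Scaling to the median (0.0689), quantile normalization (0.0699), the series matrix values (0.0317) and leaving out I9 (0.0492) did not differ and the other 15 of 19 did, and the matrix values of the list probes, chosen after seeing the values, gave 0.0397. The paper's fold of BRCA1 is 4.78921 and it was 2.57 here. The series matrix values (3.82) and leaving out SC P10 (3.29) did not differ, 17 of 19 did, and the processed signal (5.26) and the matrix values of the list probes (4.79), chosen after seeing the values, did not. The paper's fold of SUZ12 is 12.7238 and it was 1.97 here. All 19 alternatives differed, and the processed signal (13.95) and the matrix values of the list probes (12.7), chosen after seeing the values, did not.

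For NT- against IVP-eSLCs, HMGA1 is at about 4.7 in Fig 2B, read by eye, and was at 1.25, while the paper's folds of HMGA1 against SCs in S5 Fig (7.03678 for NT-eSLCs and 5.51438 for IVP-eSLCs) have a ratio of 1.28. CHD1L is at about 2.1 in Fig 2B, read by eye, and was at 0.829. SYCP3 is at about 0.46 in Fig 2B, read by eye, and was at 1.67. For these 3 genes the series matrix values (5.24, 2.27 and 0.512) did not differ and the other 18 of 19 alternatives did, and the processed signal (6.77, 2.94 and 0.663) and the matrix values of the list probes (4.74, 2.06 and 0.464), chosen after seeing the values, did not. For PA- against IVP-eSLCs, TSSC4 is at about 2.5 in Fig 2E, read by eye, and was at 1.17. SNRPN is at about 0.41 in Fig 2E, read by eye, and was at 1.03. NAP1L5 is at about 0.30 in Fig 2E, read by eye, and was at 2.07. All 19 alternatives set before the data were examined differed. The processed signal (3.58, 0.584 and 0.43) and the matrix values of the list probes (2.495, 0.407 and 0.3), chosen after seeing the values, did not. On the log2 scale NAP1L5 was lower without I9 (-0.12) and under the series matrix values (-0.87). SNRPN was lower under the series matrix values (-0.43), without I2 (-0.19) and without P4 (-0.23). It was also lower with the mean of its probes (-0.06) and under quantile normalization (-0.01).

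The paper states that most DEGs of BMP signaling are up-regulated in eSLCs. Of the 6 genes of Fig 4A with a named probe, 1 was at least 2-fold higher in all 3 origins, 3 were at least 2-fold lower, and BMP4 and SMAD5 were called lower in each. The paper lists POU5F1, NANOG, PRDM14 and OTX2 as up-regulated. POU5F1 and NANOG were not called (adjusted p = 0.604 and 0.337, limma), PRDM14 was not well above background in IVP-eSLCs or SCs, OTX2 was not in IVP-eSLCs, and POU5F1 was called under the series matrix values, and under the processed signal and the matrix values of the list probes, both chosen after seeing the values. The paper lists 5 chromatin remodeling genes as DEGs, and 0 of the 4 with a named probe were called, with PADI4 lower by 0.31 on the log2 scale where the paper has it higher. PADI4 was higher without I9 (0.73), without N7 (1.69) and under the series matrix values (1.25), and under the processed signal (1.62), chosen after seeing the values. The paper lists MEG3 as higher and IGF2 and PLAGL1 as lower in PA-eSLCs. MEG3 fell by 0.98, with P4 at the floor, and was higher without P4 (1.00), under the series matrix values (2.26) and under the processed signal (1.92), chosen after seeing the values. IGF2 differed by 0.06, and was lower without I9 (-0.11), without P1 (-0.95) and, chosen after seeing the values, with the list probes (-0.07). PLAGL1 was not well above background in either by its brightest probe, while another probe was 0.78 lower. PLAGL1 was 0.26 lower with the mean of the probes, 0.50 lower with the slide as a block and 1.15 lower under the series matrix values. It was higher under normexp (0.94), the processed signal (2.32) and the lower floor (0.56), all chosen after seeing the values. None of the 10 imprinted genes with a named probe was called. The matrix values of the list probes, chosen after seeing the values, called all 4 chromatin remodeling genes and all 10 imprinted genes, and they called BMP4, SMAD5, ID1, BMPR1A, DVL1 and CTNNB1 higher and BMP7, SOCS3 and BCL11A in the paper's direction, where none of these 9 was so called here. BMP7 and SOCS3 were also called without N2, without N7, with only the conditions compared in the fit and under the unadjusted t-test of the methods, and SOCS3, DVL1, SMAD5 and ID1 higher under the series matrix values. The paper has LIFR higher, and it was at the floor in SCs and I2 and not called (adjusted p = 0.297, limma). BCL11A and LIF were called with the lower floor, chosen after seeing the values, and LIF also under scaling to the median and without I9. SUZ12 was called with the mean of its probes, with the slide as a block, without SC P10 and, chosen after seeing the values, under the matrix values of the list probes. The paper counts more up-regulated than down-regulated genes for NT- against IVP-eSLCs, and 246 were higher and 348 lower here. More were higher under the series matrix values and without N7, and under 3 settings chosen after seeing the values, the processed signal and the matrix values of the list probes with the mean of each condition and with every pair of arrays.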

Other observations

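The tests of explanations in this part were chosen after the results were seen.

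The array of I9 from an IVP embryo and the array of N2 from an NT embryo had log2 differences with an SD of 0.383 and 257 genes at least 2-fold apart, less than SC P5 and SC P10, with 0.41 and 335. The paper does not report this pair. For the nearest array of each eSLC array the slide was tested: of the 6 eSLC arrays, 0 had their nearest array on their own slide, and I9 lay on slide 1 and N2 on slide 2, which argues against the slide. One RNA sample on both arrays, or an exchanged label, may also bring arrays together. The SD among spots of 1 probe on an array, 0.162 to 0.186, is of single values of spots well above background. The SD of 0.383 is of differences between arrays over the genes tested, so that the 2 cannot be compared directly. No repeated hybridization of 1 RNA sample was among the 8 arrays. One RNA sample on both arrays and a likeness of the cell lines therefore cannot be told apart. Passages were 30 for I9 and 36 for N2.

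The series matrix of the authors follows the scanner signals for most probes and not for the list probes. A column's deviations from the gene means correlated with those of its own array at 0.973 or more over the other probes and between 0.3 and 0.942 over the 10171 list probes. One scaling factor per array would leave this correlation near 1, and the lowest value of 0.3, for N7, argues against it. Columns exchanged between arrays would leave each column close to another array. The highest correlation of the N7 column with any array was 0.383, which argues against an exchange for this column. The P1 column followed the P4 array at 0.833 and its own at 0.488, and the P4 column followed the P1 array at 0.802 and its own at 0.604. An exchange of these 2 columns and another treatment of their values cannot be told apart, since the columns followed the other array more closely than their own but not at a correlation near 1. Between SC P5 and SC P10 the SD of log2 differences over the list probes was 0.0497 in the series matrix and 0.425 in the scanner signals, while over the other probes it was 0.441 and 0.443. Of the 1997 rows of S2 Table read, 98.3% matched a row of the series matrix in all 8 columns, and 99.64% of these were list probes. How the values of the list probes were made is not known, and no biological explanation was tested.

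The fibroblast markers were lower in eSLCs: limma called 8 of 10 lower than in SCs in all 3 origins and 0 higher. Of 8 early lineage markers with a named probe, LIN28A was called higher and SOX2 and KLF4 lower in all 3 origins, and SOX2 fell by 3.19 on the log2 scale in IVP-eSLCs (adjusted p = 0.00214, limma). None of the 8 housekeeping genes was called or 2-fold apart between IVP-eSLCs and SCs. N7 joined the other eSLC arrays last in the clustering, and POU5F1 read 898 and GATA4 2918 in N7, against at most 101 and 180 on the other eSLC arrays, genes chosen after their values were seen.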
